# An Igh distal enhancer modulates antigen receptor diversity by determining locus conformation

**DOI:** 10.1038/s41467-023-36414-2

**Published:** 2023-03-03

**Authors:** Khalid H. Bhat, Saurabh Priyadarshi, Sarah Naiyer, Xinyan Qu, Hammad Farooq, Eden Kleiman, Jeffery Xu, Xue Lei, Jose F. Cantillo, Robert Wuerffel, Nicole Baumgarth, Jie Liang, Ann J. Feeney, Amy L. Kenter

**Keywords:** VDJ recombination, Adaptive immunity

## Abstract

The mouse Igh locus is organized into a developmentally regulated topologically associated domain (TAD) that is divided into subTADs. Here we identify a series of distal V_H_ enhancers (E_VH_s) that collaborate to configure the locus. E_VH_s engage in a network of long-range interactions that interconnect the subTADs and the recombination center at the D_H_J_H_ gene cluster. Deletion of E_VH_1 reduces V gene rearrangement in its vicinity and alters discrete chromatin loops and higher order locus conformation. Reduction in the rearrangement of the V_H_11 gene used in anti-PtC responses is a likely cause of the observed reduced splenic B1 B cell compartment. E_VH_1 appears to block long-range loop extrusion that in turn contributes to locus contraction and determines the proximity of distant V_H_ genes to the recombination center. E_VH_1 is a critical architectural and regulatory element that coordinates chromatin conformational states that favor V(D)J rearrangement.

## Abstract (web summary)

Here the authors show enhancers in the Igh locus play a major role in configuring locus architecture and in V(D)J recombination, and identify a link between enhancer hub formation, locus contraction and cohesin-mediated loop extrusion.

## Introduction

Progenitor B cells must develop a diverse antibody receptor repertoire to provide protection against a wide range of antigens and pathogens. Each mature B cell has a unique Ig receptor, created via V(D)J recombination through an ordered set of rearrangements. One of the ~100 functional Igh locus V_H_ genes must recombine with a rearranged DJ_H_ element, which itself is assembled from one of 8–12 D_H_ and one of 4 J_H_ gene segments in each pro-B cell^1^. The intergenic control region 1 (IGCR1) separates the D_H_ J_H_ clusters from the proximal V_H_ segments and creates an insulated domain enforcing ordered D to J_H_ followed by V_H_ to DJ_H_ recombination^2–4^. Igh locus contraction^5–7^, diffusion related mechanisms^8^, and RAG scanning^9^ bring V_H_ segments into closer spatial proximity to the RC permitting usage of the V_H_ from across the locus. Nevertheless, the contribution of specific regulatory elements to locus conformation and the rearrangement of distal V_H_ segments remains unclear.

Chromatin is organized at the Mb scale into topological associating domains (TADs) that encompass spatial neighborhoods of high-frequency chromatin interactions^10–13^ that include contact loops anchored by pairs of convergent CTCF binding elements (CBEs) in association with cohesin^14,15^. TAD organization, CBEs, and loop domains may reflect the functional partition of chromatin regions by physiological activities^10–12,14,16^. In this regard, it is significant that the Igh locus is contained within a 2.9-Mb TAD divided into three sub-TADs in pro-B cells^17^. TADs are frequently anchored by motifs bound by the architectural protein CTCF and its interaction partner, cohesin^14,18^. The observation that CBEs situated at TAD boundaries are often in a convergent orientation^14^ has led to the proposition that chromatin loops are formed by an extrusion mechanism mediated by cohesin^19–22^.

More than 100 CBEs are distributed throughout the locus and are convergent with 10 CBEs (termed 3’ CBE) at the 3’ TAD boundary^2,23^. IGCR1 is composed of a pair of divergent CBEs where one motif is convergent with V_H_ CBE and the second is convergent with the 3’CBE^24^ setting the stage for extensive IGCR1 centric loop extrusion. Studies have implicated loop extrusion in generating Igh locus contraction^25,26^ and as a mechanism for a RAG scanning model implicated in VDJ gene assembly^9^. Nevertheless, the Igh locus topology is configured by large chromatin loops that provide access of the D_H_-distal and -proximal V_H_ gene segments with rearranged 3’ D_H_J_H_ in pro-B cells^17,27^. These observations raise a question regarding the interplay of loop extrusion and the contribution of locus topology determined by cis-regulatory elements to V_H_ choice during V_H_ to DJ_H_ rearrangement.

We report the discovery of four Igh V_H_ enhancers (E_VH_1-4). Deletion of E_VH_1 has a structural and functional impact on the Igh locus in cell lines and mice. E_VH_1 participates in an enhancer interactome, determines locus topology, and modulates Igh gene transcription and regional V_H_ gene usage. Our findings reveal that E_VH_1 may constrain loop extrusion and thereby determines chromatin conformational states that influence V_H_ to DJ_H_ recombination.

## Results

### Four enhancers identified in the Igh locus

The Igh TAD is divided into three sub-TADs linked by chromatin interactions between Site I of sub-TAD A, Friend of Site Ia (FrOStIa) and FrOStIb of sub-TAD B, and Sites II, II.5 and III all in sub-TAD C^17^ (Fig. 1a, g). To define motifs that anchor Igh chromatin loops, Site I and FrOStIa were visually scanned for distinct transcriptional and epigenetic features. Site I contains the highly transcribed V_H_14-2 gene promoter (Pr)^28^ that is prominently decorated with histone 3 lysine 4 methyl 1 (H3K4me1) and H3K4me3. The presence of H3K4me3 which mark transcriptionally active Prs^29^ and the relative absence of enhancer-associated H3K27Ac modifications, indicates that this element predominantly functions as a Pr (Supplementary Fig. 1a). It is also bound by the co-activator MED1 and TFs Pax5 and IRF4 and lacks CTCF and RAD21 (Fig. 1b). We also identified E_VH_1, located in FrOStIa, which is marked by H3K27Ac and H3K4me1 and is bound by TFs PAX5, IRF4, IKAROS, E2A, PU.1, and transcriptional co-activators MED1, BRG1, and p300 (Fig. 1b). H3K4me1 is associated with active and poised enhancers while H3K27Ac distinguishes active enhancers (reviewed in^30^). E_VH_1 is flanked by a CBE that is co-bound by CTCF and RAD21 (Fig. 1b). Likewise, we visually identified a series of other E_VH_s including E_VH_2, E_VH_3, and E_VH_4 (red rectangles) with an epigenetic and TF binding profile similar to E_VH_1 that are interspersed among the intermediate and distal V_H_ gene exons (Fig. 1a, c)(Supplementary Fig. 1). E_VH_2 is located within FrOStIb in sub-TAD B, and E_VH_3 and E_VH_4 are positioned between Site II and Site II.5 in sub-TAD C (Fig. 1a, c). We consider the possibility that V_H_14-2 Pr and the E_VH_s play a role in V_H_ gene transcription, locus topology, and rearrangement of nearby V_H_ genes.

**Fig. 1:**
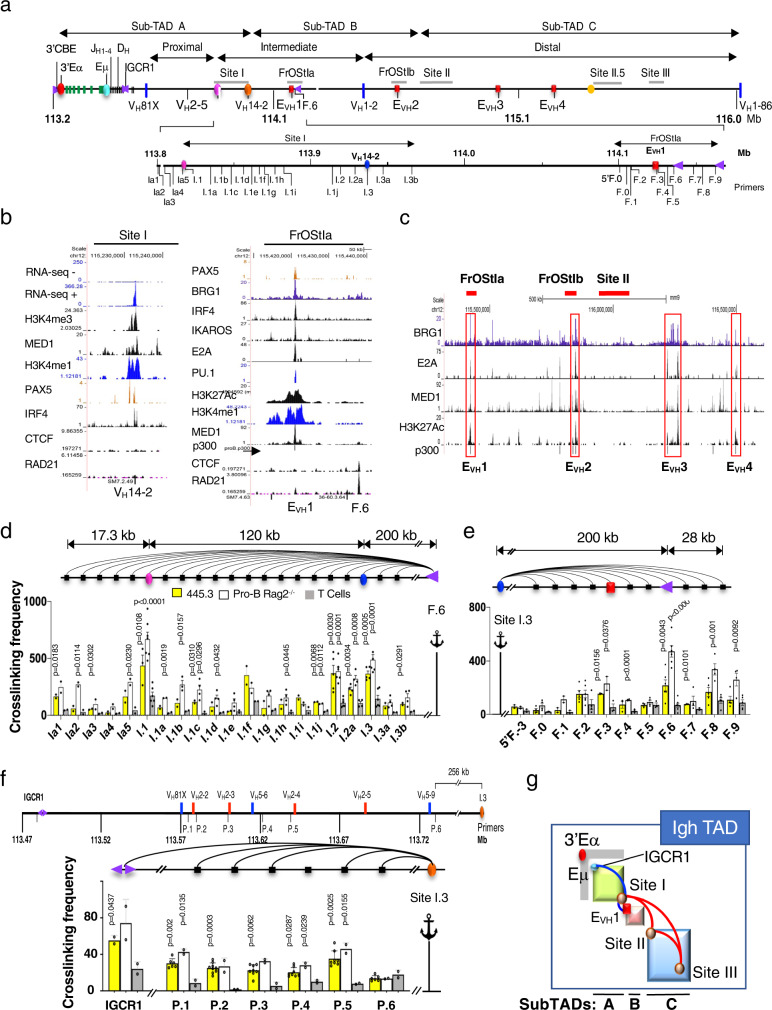
Identification of Site I and FrOStIa loop anchors motifs. **a** Schematic of the Igh locus with genomic coordinates (chr12, mm10) the directionality of which follows chromosome 12 showing the Igh sub-TADs A-C^17^ and DNA elements (3’Eα, red dot; CBEs, purple arrows with orientation indicated; Eγ, teal dot; Eµ, pink square; E_VH_1 (chr12:114182400-114183200), E_VH_2 (chr12:114609100-114609900), E_VH_3 (chr12:115023400-115024300), E_VH_4 (chr12:115257500-115258400), red squares; C_H_ region genes, green bars; D_H_ and J_H_ exons, black bars; V_H_ gene segments, blue bars. The 3C primer sites in Site I and FrOStIa are indicated at bottom. **b** Public Chip-seq and RNA-seq positive (+) and negative (-) strand analyses for V_H_14-2 and E_VH_1 and F.6 CBE were generated from Rag deficient pro-B cells (Supplementary Table 11). **c** ChIP-seq studies identify E_VH_1, E_VH_2, E_VH_3 and E_VH_4 (red rectangles). **d**–**f** 3C assays. Arcs (3C assays), primers are identified below the graphs, 3C probes (anchor symbol). Average crosslinking frequencies are from independent chromatin samples as indicated. Statistical comparisons are to T cells. *P* values from two-tail Student’s *t* test and SEMs. Source data are provided as a Source Data file. **d** 3C assays analyzing Site I anchored at F.6 CBE. Chromatin samples for Abl-t 445.3.11 line, *n* = 3; Rag2^−/−^ pro-B cells, *n* = 3; T cells: *n* = 3. **e** 3C assays analyzing FrOStIa and anchored at Site I.3. Chromatin samples for Abl-t 445.3.11 line, *n* = 2; Rag2^−/−^ pro-B cells, *n* = 2; T cells, *n* = 2. **f** (*Upper panel*) Schematic of subTAD A showing a subset of V_H_ genes and 3C primers (P) with genomic coordinates (chr12, mm10). (*Lower panel*) 3C assays using the Site I.3 (I.3) anchor and P.1-P.6 primers. Chromatin samples for Abl-t 445.3.11 line, *n* = 6; Rag2^−/−^ pro-B cells (*n* = 2); T cells (*n* = 2). **g** Schematic of the Igh locus with looping interactions between IGCR1:Site I (subTAD A; blue and orange dots), Site I:E_VH_1 (subTAD A-B; orange and red dots), and between Sites I:II, Sites II:III and Sites I:III (all subTADs; red arcs)^17^.

### Identification of Site I and FrOStIa loop anchors

We examined the spatial organization of Site I and FrOStIa in CD19^+^ Rag2^−/−^ pro-B cells, the Abelson transformed (Abl-t) Rag1 deficient pro-B cell line 445.3, and ConA activated splenic T cells using the 3C anchors, FrOStIa F.6 and E_VH_1 (Fig. 1d) (Supplementary Fig. 2a, b). The F.6 3C fragment contains a CBE and is located ~15 kb upstream of E_VH_1 (Fig. 1b). In both cases, looping interactions with 3C fragments Site I.1, I.2 and I.3 (V_H_14-2 gene) were elevated in pro-B cell specific chromatin templates as compared to that found in T cells (Fig. 1d) (Supplementary Fig. 2b). Likewise, the Site I.3 anchor probe, which harbors the V_H_14-2 gene, associates with F.2-F.3 (E_VH_1) and F.6 (CBE) and F.8-F.9 in pro-B cell specific fashion (Fig. 1e). Thus, the Site I.3 fragment is a major interaction partner with E_VH_1 and F.6 (CBE). It was difficult to determine candidate loop anchors in Sites I.1 and I.2 due to an unremarkable epigenetic landscape and TF binding profile.

To determine whether the Site I.3 fragment also associates with D_H_ proximal V_H_ genes we analyzed locations close to V_H_ segments (P.1-P.6) and IGCR1 in chromatin from Rag2^−/−^ pro-B cells, the 445.3 line, and ConA activated splenic T cells in 3C assays (Fig. 1f). IGCR1, composed of two CBEs in divergent orientation, is a boundary element that separates the D_H_-J_H_ clusters from the most proximal V_H_ genes^3,4,31^ (Fig. 1a). Site I.3 contacts P.1-P.5 and IGCR1 but not P.6 in pro-B cell specific chromatin and not in T cells (Fig. 1f). Thus, Site I.3 engages in a multiplicity of interactions spanning sub-TAD A (blue arc) and may directly or indirectly bridge IGCR1 and the D_H_ proximal V_H_ genes with E_VH_1/F.6 located in subTAD B (Fig. 1g).

### Deletion of a V_H_ promoter, E_VH_ or CBE diminish looping and transcription

To establish a cell culture model to study the involvement of specific transcriptional elements (TE) and CBE motifs in Igh locus function we employed genome editing to generate identical deletions on both alleles of the V_H_14-2 promoter (Pr), E_VH_1, F.6 CBE, E_VH_2 and Site I.1 in the 445.3.11 sub-line (Fig. 2a)(Supplementary Fig. 3a–d). V_H_ Prs are composed of a polypyrimidine tract, heptamer and octamer and deletion of the octamer/heptamer is sufficient to abolish Pr activity^32^. CTCF binding at the F.6 CBE in the control and Site I.1 CBE KO lines was detected whereas binding was abolished in the F.6 CBE KO lines in ChIP assays (Fig. 2b). Because there was little epigenetic guidance to identify potential loop anchor motifs within Site I.1 we arbitrarily constructed deletions centered on the V_H_2-8 exon and an adjacent CBE (Supplementary Fig. 3e). Site I.3:F.6 looping interactions were dependent on the integrity of the V_H_14-2 Pr, F.6 CBE and E_VH_1 motifs but not on E_VH_2 or deletions around the V_H_2-8 gene in Site I.1 (Fig. 2c) (Supplementary Fig. 2c, d). F.6:Site I.1 and Site I.3:Site I.1 contacts required intact F.6 CBE and V_H_14-2 Pr, respectively, indicating the autonomy of each these interactions (Fig. 2c). Thus, the V_H_14-2 Pr, E_VH_1 and F.6 CBE coordinate Site I:FrOStIa looping.

**Fig. 2:**
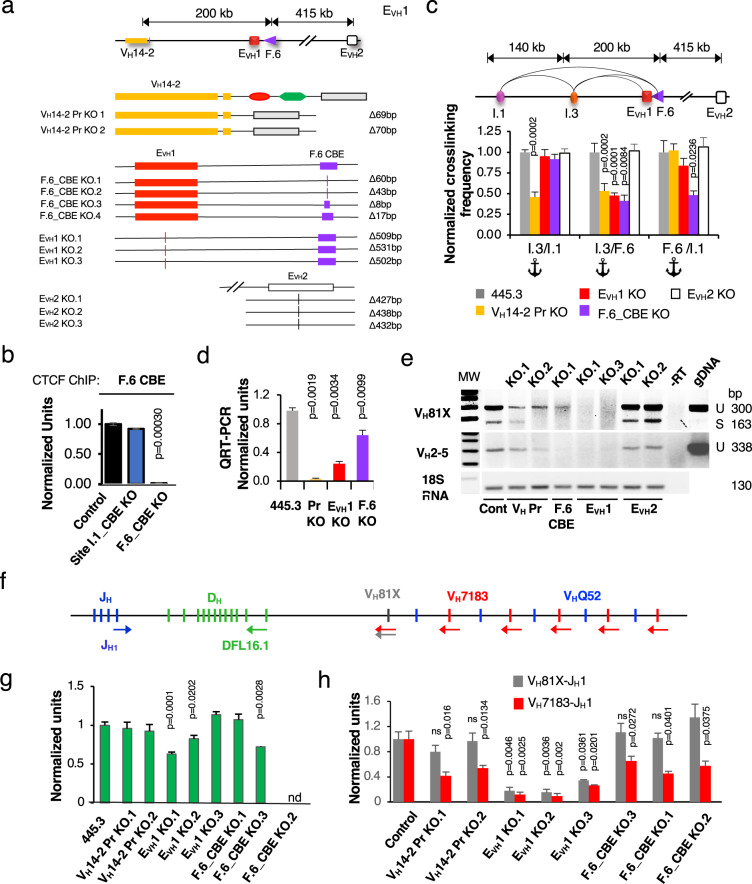
Igh locus function is dependent on a V_H_ promoter, an E_VH_ and CBE in Abl-t pro-B cells. Source data are provided as a Source Data file. All p values are from two-tail Student’s t test. **a** (*Upper panel*) The Igh locus from the V_H_14-2 gene to E_VH_2. (*Lower panel)* Biallelic identical deletions constructed for the V_H_14-2 promoter (V_H_14-2 Pr, yellow rectangle), F.6 CBE (F.6_CBE, purple triangle), E_VH_1 (red square), and E_VH_2 (white square) in the Abl-t 445.3.11 cell line. **b** ChIP assays for CTCF binding at the F.6 CBE in the control (*n* = 3), Site I.1- (*n* = 3) and F.6 CBE (*n* = 3) KO lines. **c** 3C looping assays. (*Upper panel*) Map of genomic distances. (*Lower panel)* Normalized 3C crosslinking frequencies from four experiments in which the 455.3.11 (*n* = 10) or 445.3.8 (*n* = 2) matched controls were set to 1.0 and represented once. The crosslinking frequencies were averaged for chromatins from each KO type (E_VH_1 KO, *n* = 9; E_VH_2 KO, *n* = 6; F.6_CBE KO (*n* = 6); F.6_CBE KO (*n* = 8); VH14-2 Pr KO (*n* = 6) and normalized to the control. **d** QRT-PCR assays for the V_H_14-2 gene using 18 S RNA as a loading control. Samples were from control (*n* = 14) VH14-2 Pr KO (*n* = 8), E_VH_1 KO (*n* = 6), F.6_CBE KO (*n* = 9). **e** RT-PCR of V_H_81X and V_H_2-5 GLTs and the 18 S RNA loading control were harvested at 32 and 28 cycles, respectively. Cells were STI-571 (2.5 mM) treated for 48 h. **f** Schematic of the D_H_J_H_ clusters and proximal V_H_ gene segments (vertical bars), with primer positions (colored arrows) used to analyze D-J and V-DJ rearrangements. **g, h** Lines were stably complemented with RAG1 and STI-517 treated. **g** D-J rearrangements in gDNA were analyzed by qPCR with DFL16.1 and J_H_1 primers. Samples were from 455.3.11 (*n* = 4), 455.3.8 (*n* = 5), V_H_14-2 Pr KO (*n* = 4), E_VH_1 KO (*n* = 6), F.6_CBE KO (*n* = 4). **h** Normalized qRT-PCR data for V- > DJ rearrangement using V_H_81X and V_H_7183 primers in combination with J_H_1. V_H_81X-J_H_1 analyses were from control 455.3.11 (*n* = 4), 455.3.8 (*n* = 3), E_VH_1 KO (*n* = 6),V_H_14-2 Pr KO (*n* = 3), F.6_CBE KO (*n* = 4). Samples numbers for VH7183-JH1 analyses were identical to that of V_H_81X-JH1 except for 455.3.11 (*n* = 12), V_H_14-2 Pr KO.1 (*n* = 5) and F.6_CBE KO.2 (*n* = 4).

To validate E_VH_1 enhancer function we tested the transcriptional effects of deletion on V_H_ germline transcript (GLT) expression. These GLTs are ncRNAs that are transcribed from V_H_ genes poised to undergo V(D)J rearrangement at the pro-B cell stage. Unlike most V_H_ GLTs, the high level of V_H_14-2 GLT expression was evident in the absence of STI-571 induction that is used to induce Ig gene transcription^33^. V_H_14-2 GLTs were abolished or significantly diminished in the V_H_14-2 Pr-, E_VH_1- and F.6-KO lines, respectively, as compared to the control demonstrating that the transcription of this GLT is both Pr- and E_VH_1- dependent (Fig. 2d). We studied two additional V_H_ genes in 445.3.11 cells that were arrested in G1 phase by STI-571 treatment. V_H_81X is a member of the V_H_7183 family and the first functional D_H_-proximal V_H_ gene and V_H_2-5 is a member of the V_H_Q52 family (V_H_Q52.7.18) and located in sub-TAD A (Fig. 1a). V_H_ GLTs, composed of a 5’ leader sequence and V_H_ exon are often found as unspliced and spliced (Fig. 2e). The V_H_81X (unspliced, 300 bp; spliced, 163 bp) and V_H_2-5 (unspliced, 338 bp) GLTs are clearly present in the 445.3.11 control and in the E_VH_2 KO lines (Fig. 2e). However, expression of these transcripts is abolished in E_VH_1 KO cells, and diminished in V_H_14-2 Pr- or F.6_CBE KO lines indicating that 1) E_VH_1 is essential for transcription of at least several V_H_ genes and 2) that the V_H_14-2 Pr and F.6 CBE elements may contribute to E_VH_1 function by facilitating its spatial proximity to V_H_ exons in subTAD A.

### V(D)J recombination requires specific loop anchors in Abl-t lines

To investigate the influence of TE and CBE KOs on V(D)J recombination we studied D- > J_H_ and V_H_- > DJ_H_ rearrangements in Rag1^−/−^ Abl-t 445.3.11 control and KO lines. D- > J_H_ recombination reflects the activity of the Eμ proximal recombination center (RC) that forms over the J_H_ cluster and to which RAG1/2 is recruited^34^. Cells were stably complemented with a RAG1 expression construct and treated with STI-571 to induce endogenous RAG2 and VDJ recombination^35^. D- > J_H_ rearrangements, assessed in gDNA using the DFL.16 and J_H_1 primers, were largely comparable in control and KO lines indicating that the first step in V(D)J recombination is intact and independent of TE and CBE deletions (Fig. 2f, g). Slightly reduced D- > J_H_ recombination in E_VH_1 KO.1 may be attributable to subclone variability (Fig. 2f, g).

V_H_81X, is the most highly used V_H_ gene in Abl-t pro-B cell lines^36^ and in mouse C57Bl/6 pro-B cells^37^ whereas distal V_H_J558- > DJ_H_ recombination is rare in Abl-t pro-B cell lines^36^. V_H_7183- > DJ_H_ rearrangements were analyzed in qRT-PCR using two forward primer sets specific for V_H_81X (gray arrow), and a pan specific V_H_7183 primer (red arrow) in combination with the reverse J_H_1 primer (blue arrow) (Fig. 2f). Although V_H_7183 rearrangement levels were strikingly reduced in all Abl-t pro-B cell lines harboring TE and CBE deletions, V_H_81X rearrangements were significantly diminished only in E_VH_1 KO lines (Fig. 2h). It is possible that the differences we detect for V_H_81X and V_H_7183 rearrangements in the KO lines are related to a sensitivity limitation of the assay due to the relatively low level of V_H_7183 recombination and GLT expression. Therefore, we asked if V_H_81X GLT expression was correlated with the propensity to engage in rearrangement. Indeed, V_H_81X GLTs were undetectable in the E_VH_1 KO lines consistent with the significant reduction in VDJ recombination but only partially diminished in V_H_14-2 Pr- and F.6 CBE KO line suggesting that even low-level transcription may contribute to V_H_81X- > DJ_H_ recombination (Fig. 2e). Thus, E_VH_1 deletion led to the deepest deficits for both transcription and recombination relative to other KOs (Fig. 2e, h).

### A Eμ-V_H_Pr-E_VH_1 chromatin hub mediates Igh locus architecture

Efficient V_H_- > DJ_H_ recombination, transcription and chromatin loop formation all require intact V_H_14-2 Pr, E_VH_1 and F.6 CBE motifs suggesting that these elements organize essential structure/function relationships in the Igh locus. V_H_14-2Pr participates in a multiplicity of contacts in subTAD A including IGCR1 and with E_VH_1 in subTAD B indicating a high degree of connectivity (Fig. 1e, f). To explore the role of V_H_ Pr-E interactions we evaluated the overall topology of the locus spanning Eμ to E_VH_1 and the formation of a regulatory hub using high resolution 3D DNA FISH and short probes (4.8-7.5 kb) for Eμ (green), 3’Eα/Site I.3 (3’Eα/V_H_14-2 Pr; red) and E_VH_1 (blue) (Fig. 3a). To explore the topology of the Igh locus we measured mean spatial distances^38^ between FISH probes (Fig. 3a, b). The mean spatial distances separating the Eμ anchor probe from the 3’Eα and Site I.3 probes increased as a function of genomic distance and then leveled off between Site I.3 and E_VH_1 in controls indicating locus compaction (Fig. 3c). In contrast, overall mean spatial distances increased in E_VH_1 and F.6_CBE KO lines indicating substantial decompaction in subTAD A-B upon loss of these elements (Fig. 3c, d). The increased spatial distance separating Eμ and 3’Eα was confirmed in 3C studies which showed reduced crosslinking frequency for Eμ:3’Eα in the E_VH_1- and F.6_CBE KO lines as compared to the control line (Fig. 3e). Deletion of the V_H_14-2 Pr led to a dramatic increase of average spatial distance between Eμ and E_VH_1 whereas Eμ and Site I.3 were more compacted relative to the control in FISH assays (Fig. 3c, d). Thus, Eμ:Site I.3 association is not mediated by direct interaction with the V_H_14-2 Pr and must therefore be supported by another element. We conclude that E_VH_1 and F.6_CBE have a profound influence on locus compaction in subTADs A-B and that the V_H_14-2 Pr:E_VH_1 interaction serves to bridge E_VH_1 to Eμ possibly through its interaction with IGCR1 (Fig. 1f).

**Fig. 3:**
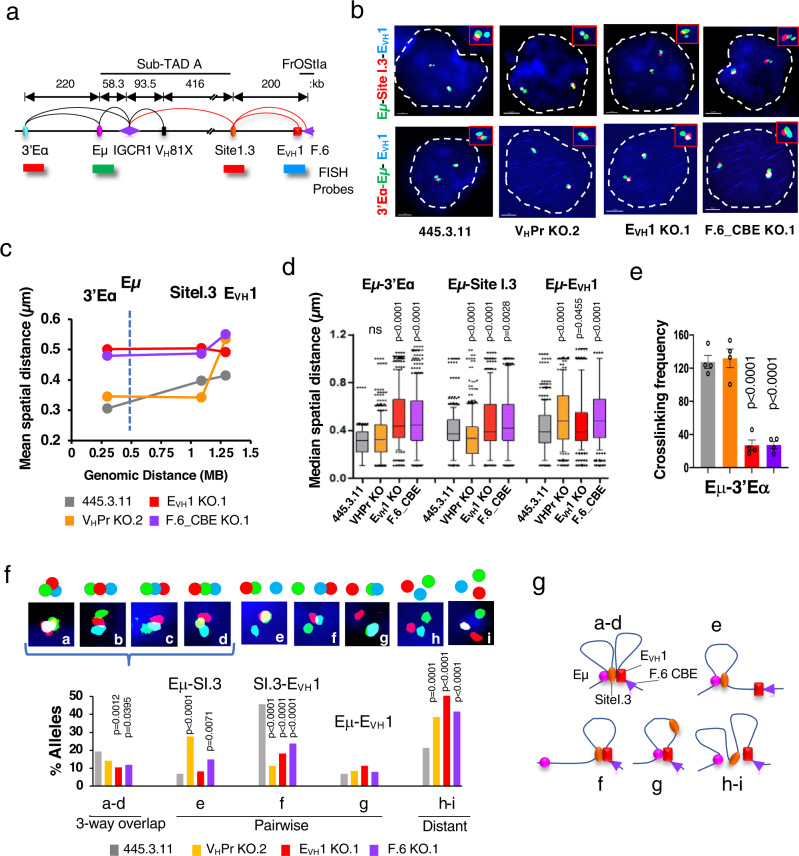
Transcriptional elements regulate locus compaction in Abl-t pro-B cells. Source data are provided as a Source Data file. **a** The Igh locus from 3’Eα to FrOStIa and the position of FISH probes. Chromatin loops detected in 3C studies from pro-B cells (red arcs; Fig. 1d, f) and previous work (black arcs)^4,57,78^. FISH probes are separated by 220 kb (Eμ-3’Eα), 568 kb (Eμ-Site I.3) and 758 kb (Eμ-E_VH_1). **b** Representative nuclei from fixed 445.3.11 and KO lines were simultaneously hybridized in duplicate with the indicated probes (y-axis). Short probes were labeled with AlexaFluor 488 (Eμ, green), AlexaFluor 555 (Site I.3 or 3’Eα, red), and AlexaFluor 647 (E_VH_1, blue). Scale = 2 μm. **c** Mean spatial distances (y-axis) were plotted as a function of genomic distance (x-axis) with lines indicating connectivity only, for 404 alleles from two independent experiments for each probe combination^27^. Vertical dashed line shows the Eμ anchor. **d** *N* = 404 alleles/genotype over two independent experiments. Box plots represent the distribution of spatial distances with medians (middle line), 25^th^ and 75^th^ percentile (box), and 10^th^ and 90^th^ percentile (whiskers), and outliers (single points) shown. P values from two-tailed nonparametric Mann-Whitney U test. **e** 3C crosslinking frequencies for Eμ:3’Eα looping interactions anchored at Eμ, analyzed in chromatin samples from the 445.3.11 control (*n* = 4) and KO (*n* = 4) lines except for E_VH_1 KO (*n* = 7) with SEMs. *P* values from unpaired two tailed Student t test. **f** Quantitation of 3D probe configurations in three-color DNA FISH. Pairwise and three-way distances between the red, green, and blue DNA FISH signals were divided into three categories: <0.3, 0.31–0.5, >0.5 μm. Nine probe configurations (*upper panel*) and their frequencies (*lower panel*) are shown. Inset a: Three-way overlap with all probes <0.3 μm from each other, insets b–d: beads on a string configuration with probes 1-2 and 2-3 or 1–3 < 0.3 μm from each other, insets e–g: pairwise probe configurations with two probes <0.3 μm from each other, inset h: all probes distanced by 0.31–0.5 μm, inset i: all probes distanced by >0.5 μm. *P* values, two tailed Chi square tests. **g** Representation of Igh allele configurations.

Molecular contacts between chromatin elements are indicated by superimposed FISH probes (≤0.3 μM). Segregation of probe contacts into structural categories allows identification of pure pairwise and three-way overlap interaction frequencies in single cells. Importantly, pure pairwise Site I.3- E_VH_1 interactions were significantly diminished in all three KO lines in accord with our  3C analyses (Figs. 2c, 3f). Probes for Eμ, Site I.3 and E_VH_1 were superimposed or overlapped as beads on a string in varying order in ~20% of control alleles whereas the frequency of these probe configurations trended lower- or were significantly reduced in all three KO lines (Fig. 3f, inset a-d). Thus, formation of a chromatin hub requires the presence of the V_H_14-2 Pr-, E_VH_1- and F.6 CBE. Significantly, the frequency of distantly spaced probes (≥0.31 μM) in which no overlap occurs greatly increased from ~20% of alleles in controls to 40-50% in the KO lines demonstrating an overall destabilization of subTAD A-B conformation (Fig. 3f inset h-i). The reduced presence of three-way interactions and the increased topological instability are consistent with reduced V- > DJ recombination found for these KO lines. Eμ-Site I.3 looping increased upon V_H_14-2 Pr KO suggesting that this Pr blocks these interactions, perhaps by binding with alternative interaction targets (Fig. 3f inset e). The Eμ- E_VH_1 configuration was largely impervious to TE deletion indicating that this pairwise conformation may be formed through other interactions (Fig. 3c). An ensemble of topological configurations detected in single cells including the Eμ-V_H_14-2 E_VH_1/F.6 CBE chromatin hub are schematically represented and together represent the population average locus conformation (Fig. 3g). Hence, the V_H_14-2 Pr, E_VH_1 and F.6_CBE have a profound influence on 3’Igh locus compaction and the spatial accessibility of proximal V_H_ genes to the RC.

### V_H_ gene usage is altered in mice lacking E_VH_1

To assess the influence of E_VH_1 on Igh repertoire and locus conformation in a physiological setting, we deleted 515 bp spanning E_VH_1 using a genome editing strategy in mice (Fig. 4a). 

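By the paper's mm10 coordinates, the deleted interval lies on chromosome 12 from 114182511 to 114183025 and overlaps 0 of the V_H_ genes in the GENCODE annotation of that build. The Igh locus is read from the minus strand, so the V_H_ gene on the D_H_ side of the deletion is the one at lower coordinates. This is Ighv14-4, annotated as a V gene of the V_H_14 (SM7) family from 114176438 to 114176867, which ends 5643 bp from the deletion. On the other side, Ighv3-3 of the V_H_3 (36-60) family starts 13413 bp away and runs from 114196439 to 114196875. The annotation holds 14 V_H_ genes within 100 kb of E_VH_1. Because the deletion holds no V_H_ gene, libraries of V_H_ junctions do not read the deleted sequence and cannot check the genotype of a sample.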

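VDJ-seq captures the junctions that J_H_ segments form in genomic DNA, so each library lists the V_H_ genes that have recombined in a population of pro-B cells, the stage at which the heavy chain locus rearranges. The data comprise 2 WT and 2 E_VH_1-/- libraries, which together held 15441 distinct rearrangements of 150 V_H_ genes. The WT libraries held 6864 and 3994 rearrangements from 7533 and 4122 reads, and the E_VH_1-/- libraries held 2468 and 2115 from a mean of 2589 reads (SD 27). The methods give bone marrow of 4 to 5 mice, 6 to 10 weeks old, as the starting material, list 3 WT and 2 E_VH_1-/- mice for the sort, and state that the step that depletes unrecombined fragments was omitted. The legend of Fig. 4b gives 2 independent experiments. Which mice entered which library is not given in the sample labels, so the p-values measure the spread between these libraries, which may be partly technical.

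The authors aligned paired reads to the V, D and J segments of the mouse library built into MiXCR and assembled unique CDR3s, and the deposited tables give each CDR3 with its number of reads and its scored V, D and J hits. Each CDR3 was counted once here, under its highest-scoring V_H_ gene, and divided by the library's total, so that a value is a share of the repertoire in which PCR copies of a rearrangement are not counted again. Between 82.3% and 97.2% of the rearrangements in a library rested on a single read. Between 50.5% and 52.1% had more than 1 V hit and 2.55% to 3.07% had tied best hits, so usage of near-identical V_H_ genes can be shared between them. Rearrangements whose V score was under 200 made up 11.2% and 7.84% of the WT libraries and 13.5% and 14.4% of the E_VH_1-/- libraries, and genes that rest on them are named as such. Log2 shares of the 111 tested V_H_ genes correlated at r = 0.926 between the WT libraries and 0.852 between the E_VH_1-/- libraries, against 0.827 to 0.891 between libraries of different genotype. The E_VH_1-/- libraries differed by about the sampling noise (chi-square 97.6 on 96 degrees of freedom, p = 0.435), but they shared only 10 CDR3 sequences and were counted as 2 samples. The WT libraries differed by more than the sampling noise (chi-square 174.2 on 118 degrees of freedom, p = 0.00059). Genes were tested with edgeR's quasi-likelihood test at a mean of at least 5 rearrangements per library, with Benjamini-Hochberg adjustment and a threshold of 0.05.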

To analyze the preselected Igh repertoire we FACS purified pro-B cells from WT and E_VH_1^−/−^ mice, and performed VDJ-seq, an unbiased assessment method for V_H_ segment usage in VDJ_H_ junctions in gDNA (Supplementary Fig. 4a)^39^. The overall profile for V_H_ gene usage in our WT samples compares well to previously reported findings^39^ (Fig. 4b). In contrast, deletion of the E_VH_1 element led to significantly reduced V_H_ gene usage, in a 335 kb domain which we refer to as the E_VH_1 zone of influence (ZOI), extending from 5’ of V_H_81X (V_H_7183.2.3) to the V_H_J606 genes that mark the end of the intermediate genes and are located approximately halfway through subTAD B (Fig. 4c, d). 

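In WT pro-B cells the V_H_J558 (V_H_1) family made up 47.0% ± 0.34 (SD, n = 2) of the rearrangements, V_H_7183 (V_H_5) 10.1% ± 0.28 and V_H_Q52 (V_H_2) 7.90% ± 0.26. The V_H_8 family followed at 6.22% ± 0.12. The genes with the highest shares were Ighv15-2 (3.88% ± 0.82), the V_H_J558 gene Ighv1-26 (3.70% ± 0.18) and V_H_81X (Ighv5-2, 3.06% ± 0.82). The paper, citing earlier work, ranks V_H_81X first in C57Bl/6 pro-B cells. It stood above Ighv1-26 in WT replicate 1 (3.64% against 3.57%) and below it in WT replicate 2 (2.48% against 3.83%). V_H_81X is the functional V_H_ gene nearest to the D_H_ segments and lies on chromosome 12 of mm10 from 113578504 to 113578990. Ighv15-2 rests mostly on weak V assignments, since 83.1% of its rearrangements had a V score under 200, and among rearrangements with higher scores its share was 0.871% ± 0.19. Junctions used J_H_1 at 27.6% ± 0.63, J_H_2 at 21.8% ± 0.52, J_H_3 at 28.6% ± 0.44 and J_H_4 at 22.1% ± 0.54. In-frame junctions without a stop codon made up 56.1% ± 4.1 of the rearrangements, at a median CDR3 length of 43 nt in both libraries. That share was planned as a check for cells past the pro-B stage. Over the 4 libraries it was 37.5% among rearrangements with a V score under 200 and 56.1% among the others. The former are not known to be unselected V_H_ joins, and no other share of unselected joins was measured. Such cells are therefore not excluded.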

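V_H_ genes of the ZOI took a smaller share of the repertoire in E_VH_1-/- pro-B cells, at 30.9% ± 1.3 (SD, n = 2) of the rearrangements against 37.1% ± 1.7 (n = 2) in WT, while distal V_H_ genes took 65.1% ± 2.1 against 59.6% ± 0.95. Of the 46 tested genes of the ZOI, 37 had a negative log2 fold change, and of 63 distal genes 41 had a positive one. Ighv9-3 of the VGAM3.8 (V_H_9) family, on chromosome 12 from 114140692 to 114141122, fell from 2.07% ± 0.50 to 0.810% ± 0.057, a log2 fold change of −1.32 (standard error 0.28, adjusted p = 0.00062 from edgeR's quasi-likelihood test). Among the genes with lower shares in both E_VH_1-/- libraries that missed the threshold, the lowest adjusted p were those of Ighv14-4 (log2 fold change −1.05, adjusted p = 0.053 from the same test) and the V_H_3 gene Ighv3-6 (−0.83, adjusted p = 0.053).

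The ZOI was taken as the text defines it, from the first V_H_ gene 5′ of V_H_81X to the last V_H_J606 gene, which in the annotation spans 867.8 kb from 113588267 to 114456083. The mean log2 fold change was −0.30 for its genes and 0.12 for distal genes, a difference of −0.42 (two-sided permutation of the region labels across genes, p = 1e-05, the smallest p the permutations can give). The two-tailed Mann-Whitney test that the legend names gave p = 1.64e-07 over the same genes (n = 46 and n = 63 genes). Genes are not independent replicates. The paper names the ZOI as the domain of reduced usage in these data and does not state how its boundaries were set. Neither these p nor those of the gene-set tests of the ZOI that follow are therefore independent evidence of its direction. As a gene set, the ZOI was lower than the other genes by camera with a preset correlation (adjusted p = 5.11e-05), but not after adjustment with an estimated correlation (p = 0.0301, adjusted p = 0.213), and fry gave p = 0.0454 for a one-way movement (adjusted p = 0.166). Over all 111 genes 1 was lower and none was higher at the threshold, with 12 at an unadjusted p under 0.05, and within the ZOI 3 were lower and 1 higher when adjusted over the list alone, or 2 lower and none higher at a V score of at least 200. DESeq2 called 0 genes, with 3 at an unadjusted p under 0.05, and edgeR called 0 without either WT library or without E_VH_1-/- replicate 1. With 2 libraries against 2, an exact permutation test of the ZOI share cannot go below its value of p = 0.33.

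**Figure D1:**
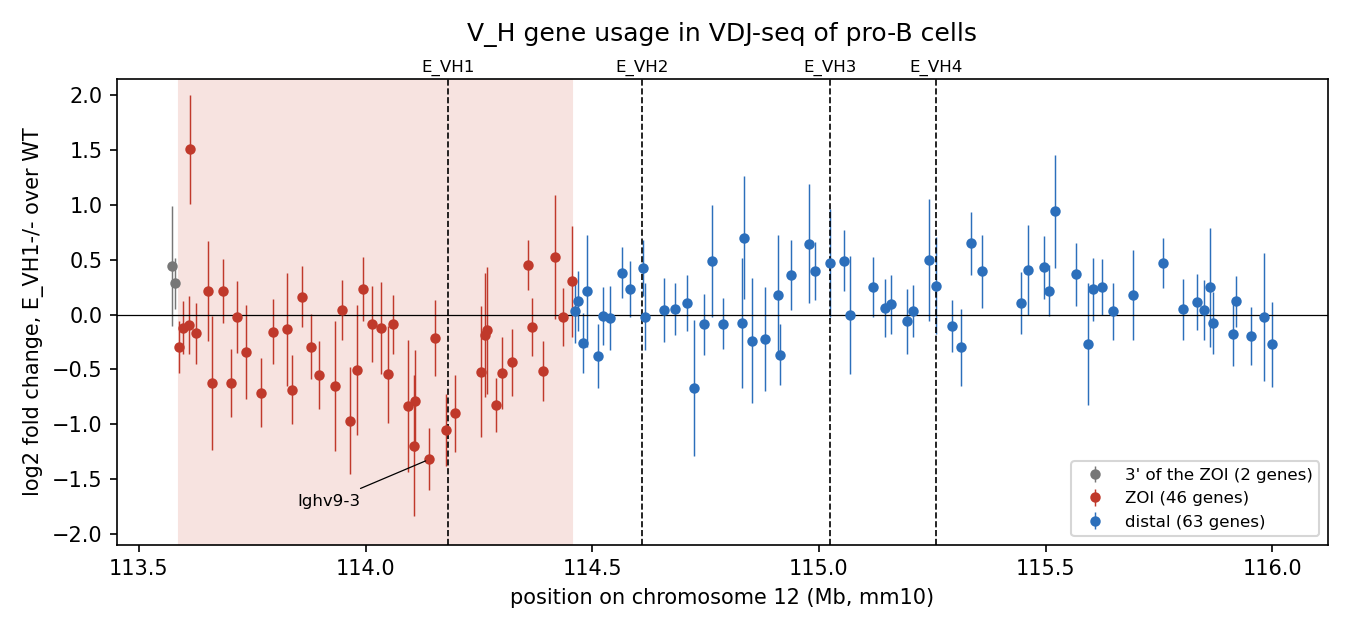
Log2 fold change of V_H_ gene usage (E_VH_1-/- over WT, y axis) against the position on chromosome 12 in Mb of mm10 (x axis) for the 111 tested V_H_ genes. Points are genes, bars are standard errors derived from the fold change and its F statistic, the shaded region is the ZOI and dashed lines mark E_VH_1 to E_VH_4. Points of the ZOI lie mostly below 0, with Ighv9-3 lowest at −1.32, and 9 of them lie above 0.

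**Figure D2:**
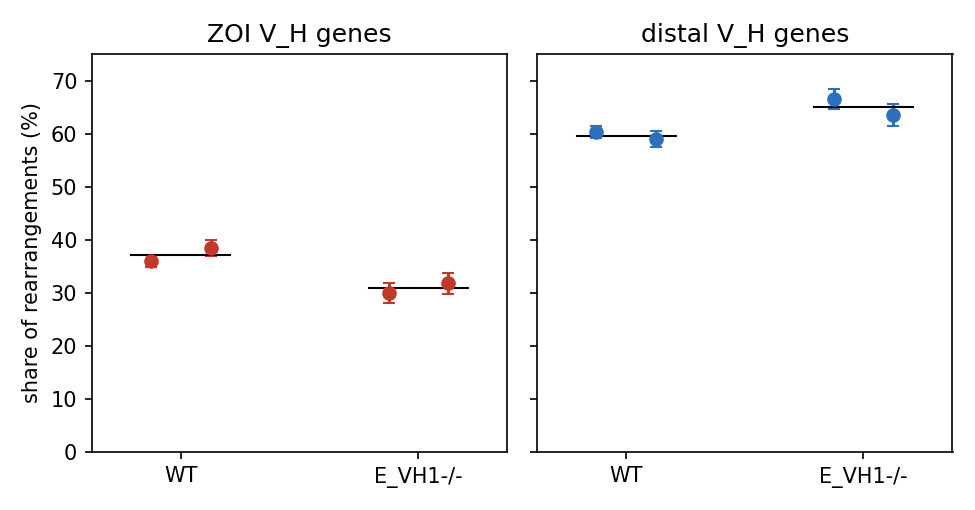
Share of rearrangements (%, y axis) with a V_H_ gene of the ZOI (left) or a distal V_H_ gene (right) in each library. Bars are exact 95% binomial intervals on distinct rearrangements, which cover counting error only and not the spread between libraries, and lines are group means. The ZOI share is 35.9% and 38.4% in the WT libraries and 29.9% and 31.8% in the E_VH_1-/- libraries.

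The paper states that deletion of E_VH_1 reduced V_H_ gene usage in a domain that it names the ZOI, and its Fig. 4d sets the fold changes of this domain against those of the distal region.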

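The 10 tested V_H_ genes within 100 kb of E_VH_1 all had lower usage in E_VH_1-/- pro-B cells, with a mean log2 fold change of −0.72, against −0.18 for the other 36 genes of the ZOI. Together the 14 annotated genes of this interval took 3.29% ± 0.17 (SD, n = 2) of the rearrangements, against 6.15% ± 0.48 (n = 2) in WT. Ighv9-3 lies 41278 bp from E_VH_1, and its relatives Ighv9-2 and Ighv9-1, at 72970 and 88042 bp, had log2 fold changes of −0.79 and −0.84 that did not pass edgeR's test (adjusted p = 0.54 and 0.751). Ighv14-4, the nearest gene, lies 5533 bp from E_VH_1 on the D_H_ side, and Ighv3-3, the nearest on the other side at 13239 bp, had −0.90 (adjusted p = 0.259 from the same test). Values closer to 0 were found for the S107 family gene Ighv7-3 at 28756 bp (−0.21), for Ighv3-4 at 70417 bp (−0.52), for Ighv3-5 at 79452 bp (−0.18) and for Ighv13-1 at 84413 bp (−0.14), of which Ighv13-1 rests wholly on rearrangements with a V score under 200. At a V score of at least 200, Ighv3-4 had −1.25 (standard error 0.67), on 2 rearrangements in each E_VH_1-/- library. Ighv12-1, with −1.20 at 74813 bp, had 48.5% of its rearrangements at scores under 200. Ighv7-4 at 39588 bp, chosen after its values were seen and too rare to test, had 5 and 4 rearrangements in the WT libraries and 0 in both E_VH_1-/- libraries.

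Of the 10 genes, 1 was lower at the threshold and 3 were lower when adjusted over the list alone. The list was lower by camera with a preset correlation (adjusted p = 1.17e-04), with p = 0.0444 and adjusted p = 0.213 with an estimated correlation, and by fry for a one-way movement (adjusted p = 0.0251). Its difference from the rest of the ZOI, −0.53, had p = 0.00224 by permutation across genes. Over the 46 genes the log2 fold change rose with log10 distance to E_VH_1, with Pearson's r = 0.477 (permutation p = 0.00121, adjusted p = 0.00336) and Spearman's rho = 0.413 (permutation p = 0.00462, adjusted p = 0.00462), in a family of 3 comparisons with the one at 100 kb. Without Ighv14-4 and Ighv3-3, the genes farthest from the median distance, r was 0.398 (p = 0.00731) and rho 0.335 (p = 0.0274). These are relations across genes, which are not independent replicates. Without E_VH_1-/- replicate 1, r was 0.169 (permutation p = 0.221) while rho was 0.504, and among productive rearrangements r was 0.204 (permutation p = 0.245) and rho 0.106 (permutation p = 0.542). Rho also lost its call without E_VH_1-/- replicate 2 (0.253, permutation p = 0.0881) and with a mean of at least 20 counts (0.303, permutation p = 0.117). By the same permutation, the difference at 100 kb had p = 0.18 without that library, p = 0.0686 without E_VH_1-/- replicate 2 and p = 0.301 among productive rearrangements (−0.27), against −0.93 (p = 2e-05) among non-productive ones.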

V_H_ genes closest to E_VH_1 are more severely reduced, in general, by the absence of E_VH_1. 

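Outside the ZOI no V_H_ gene passed edgeR's quasi-likelihood test in the reported fit, or DESeq2, in either direction. In edgeR 2 distal genes had an unadjusted p under 0.05, both higher, Ighv1-59 (log2 fold change 0.65, adjusted p = 0.461) and Ighv1-72 (0.47, adjusted p = 0.461), which were named after their values were seen. With replicate numbers as a block edgeR called the distal gene Ighv15-2 higher, of whose rearrangements 83.1% had a V score under 200. Near E_VH_3, 6 of the 7 tested V_H_ genes within 100 kb had higher shares in E_VH_1-/- pro-B cells, and the summed share of the 14 annotated genes was 5.05% ± 0.087 (SD, n = 2) against 3.78% ± 0.57 (n = 2) in WT. Ighv8-4, whose annotated interval E_VH_3 overlaps, had a log2 fold change of 0.47 (standard error 0.49), Ighv1-49 of 0.49 (0.28) and Ighv1-47 of 0.40 (0.27). Of their rearrangements, 71.9%, 10.7% and 47.5% had a V score under 200. Near E_VH_2, 6 of 10 tested genes were higher and the summed share of the 20 annotated genes was 16.2% ± 1.5 against 14.2% ± 2.2. This sum includes Ighv15-2, 44088 bp from E_VH_2, at 5.11% ± 0.74 in E_VH_1-/- against 3.88% ± 0.82 in WT. At a V score of at least 200 the share of Ighv15-2 was 0.791% ± 0.34 against 0.871% ± 0.19. At such scores 7 of the 10 tested genes of the list were higher. The genes nearest to E_VH_2 were Ighv1-11 at 2343 bp, with a log2 fold change of 0.43 (standard error 0.25), Ighv1-12 at 5950 bp with −0.02 (0.30) and Ighv1-9 at 25098 bp with 0.23 (0.26). Near E_VH_4, 5 of 8 tested genes were higher and the summed share of the 11 annotated genes was 7.81% ± 0.33 against 7.61% ± 0.64. Of all 63 tested distal genes 41 were higher, so the counts near E_VH_2 and E_VH_4 lie close to that background.

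As gene sets, the list near E_VH_3 was higher by camera with a preset correlation (adjusted p = 0.0276) but not with an estimated correlation (p = 0.176, adjusted p = 0.421), and the lists near E_VH_2 and E_VH_4 were not (adjusted p = 0.325 and 0.479). Camera compares a list with all other tested genes, including those of the ZOI, whose mean log2 fold change was −0.30. A fall in the ZOI thus raises any distal list. No list was compared with other distal genes alone, and the mean of all distal genes was 0.12. No gene of these lists passed when adjusted over the list alone. The call near E_VH_3 was lost without WT replicate 2 (adjusted p = 0.072 at the preset correlation), E_VH_1-/- replicate 1 (0.0752) or replicate 2 (0.0606), with no filter, among productive or non-productive rearrangements alone, with thinned reads and for genes within 50 kb (mean log2 fold change 0.40) or 200 kb (0.16), and with a V score of at least 200, an alternative added after seeing the data, its mean log2 fold change was 0.29 (adjusted p = 0.0638). The mean near E_VH_2, 0.08, was −0.03 without E_VH_1-/- replicate 1, negative with no filter, among non-productive rearrangements and with at least 2 reads, 0.21 within 50 kb (adjusted p = 0.119) and 0.28 among productive rearrangements (adjusted p = 0.0305, and 0.556 with an estimated correlation).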

V_H_ gene usage outside the ZOI was sporadically altered with increased usage near E_VH_2 and E_VH_3 implying widespread structure/function changes in E_VH_1^−/−^ alleles (Fig. 4b, c).

**Fig. 4:**
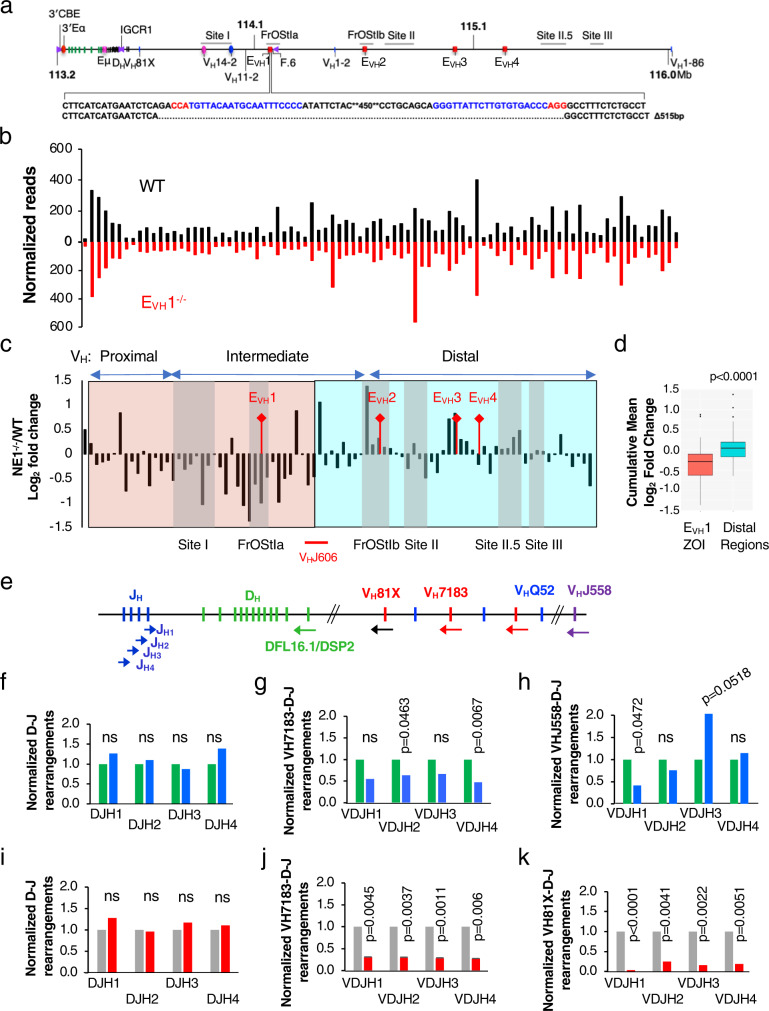
E_VH_1 regulates regional V_H_ gene usage in mice. Source data are provided as a Source Data file. **a** E_VH_1 was deleted in mice using genome editing. Guide RNAs (blue) with PAM motifs (red) are indicated with the E_VH_1 deletion. **b, f**–**k** *P* values from unpaired two-tailed Student’s *t* test. **b** VDJ-seq analysis of gDNA from WT and E_VH_1^−/−^ pro-B cells. WT (*n* = 2), E_VH_1^−/−^ (*n* = 2). V_H_ gene reads from two independent experiments were normalized. **c** Ratio of E_VH_1^−/−^/WT normalized reads. Chromatin loop anchors (grey vertical bars) and V_H_J606 genes (red line) are indicated. **d** VDJ-seq cumulative fold change (E_VH_1^−/−^/WT) in ZOI (red) and distal (blue) regions **(c)** using the two tailed Mann Whitney Wilcoxon test for p values. Box plots show the mean (middle line), 25th and 75th percentile (box), 10th and 90th percentile (whiskers) and outliers (single points). **e** Schematic of the D_H_J_H_ clusters and proximal V_H_ gene segments (vertical bars), with J_H_ and pan-specific V_H_7183 primer positions (colored arrows) used to analyze D-J and V-DJ rearrangements in qPCR assays as described^40^. **f**–**h** Genomic DNA was prepared from primary pro-B cells isolated by FACS from WT (green bars) and E_VH_1^−/−^ (blue bars) mice (Supplementary Fig. 4b). WT (*n* = 2), E_VH_1^−/−^ (*n* = 2). Each sample was pooled from three mice. **f** D-J rearrangements were analyzed with the degenerate DFL16.1/DSP2 primer in combination with each of four J_H_ primers and normalized values were set to 1.0 for WT. **g**, **h** V-DJ rearrangements were amplified using the V_H_7183 (**g**) or the V_H_J558 (**h**) primer in combination with each of four J_H_ primers and normalized values were set to 1.0 for WT. **i**–**k** GDNA were prepared from control (*n* = 2) (gray bars) and E_VH_1 KO.1 and KO.2 (*n* = 2) lines (red bars). **i**, **j**, **k** D-J (**i**), V_H_7183-DJ (**j**), and V_H_81X-DJ (**k**) were analyzed in combination with each of four J_H_ primers and normalized values were set to 1.0 for the control. *P* values from unpaired two-tailed Students *t* test.

We observe that V_H_81X usage is not diminished in the VDJ-seq analysis of E_VH_1^−/−^ pro-B cells in contrast to what was observed in the E_VH_1 KO Abl-t lines (Fig. 2h). It should be noted that the repertoire of rearrangements is very limited in Abl-t cell lines, with V_H_81X being the dominant V_H_ gene used for rearrangement^36^, presumably due to the absence of locus contraction^9^ so that the repertoires are quite different in these two cell types. 

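V_H_81X (Ighv5-2) made up 3.82% ± 0.88 (SD, n = 2) of the rearrangements in E_VH_1-/- pro-B cells, a log2 fold change of 0.28 over WT (standard error 0.23, adjusted p = 0.798 from edgeR's quasi-likelihood test). The share was higher in 3 of the 4 pairings of an E_VH_1-/- with a WT library. The pseudogene Ighv5-1, on the D_H_ side of V_H_81X, had a log2 fold change of 0.44 (standard error 0.55). V_H_81X lies 603410 bp from E_VH_1 and outside the ZOI as the text defines it, whereas the ZOI gene next to it on the 5′ side, the V_H_Q52 gene Ighv2-2, had −0.29 (standard error 0.24, adjusted p = 0.798). Both neighbours were named after their values were seen. V_H_81X had a V score under 200 in 0.575% of its rearrangements. The standard error leaves a modest change in either direction undetected at this depth.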

More relevant to this issue, VDJ-seq in pro-B cells allows analysis of the relative ratio of V_H_ gene usage within normalized data sets but cannot determine if the absolute level of rearrangement is lower in one sample compared to another. Therefore, to address the possibility that the overall frequency of proximal V_H_ gene rearrangements was lower in the E_VH_1^−/−^ pro-B cells despite the relative usage of V_H_7183 genes being similar, we used pan-specific V_H_7183 and V_H_J558 primers with reverse primers for each J_H_ segment^40^ and analyzed VDJ rearrangements in gDNA of WT and E_VH_1 KO cells in both primary pro-B cells and the Abl-t lines (Supplementary Fig. 4b) (Fig. 4f–k). 

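As a share of all rearrangements, the V_H_7183 (V_H_5) family stood at 10.2% ± 1.3 (SD, n = 2) in E_VH_1-/- pro-B cells, a log2 fold change of 0.02 from WT (standard error 0.12, adjusted p = 0.941 from edgeR's quasi-likelihood test on family counts). This total includes V_H_81X, outside the ZOI (3.06% ± 0.82 in WT and 3.82% ± 0.88 in E_VH_1-/-), and Ighv5-5 (0.222% ± 0.0048 and 0.652% ± 0.35). Both had higher mean shares, so the flat total does not show that the other members were unchanged. Of 11 tested V_H_7183 genes, 7 had a negative and 4 a positive log2 fold change, with a median of −0.14. None passed the test over all genes, while 1, the pseudogene Ighv5-5, was higher when adjusted over the list alone. Ighv5-5 rests almost wholly on rearrangements with a V score under 200, and without these no gene of the list passed in either direction. V_H_Q52 (V_H_2), which is interspersed with V_H_7183, stood at 6.93% ± 0.57 with a log2 fold change of −0.19 (standard error 0.12, adjusted p = 0.286). Its gene Ighv2-9-1 had −0.71 (standard error 0.31, adjusted p = 0.453) and was lower in all 4 pairings of libraries, and Ighv2-5 had 0.21 (0.29). Ighv2-8, a pseudogene in the annotation, had 0 rearrangements in the 4 libraries.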

V_H_7183 rearrangements in conjunction with each J_H_ segment are significantly diminished or trended lower in E_VH_1^−/−^ pro-B cells as compared to WT whereas D-J recombination is unaffected (Fig. 4f, g). Even more pronounced, V_H_7183 and additionally the V_H_81X gene rearrangements are greatly reduced in the Abl-t E_VH_1 KO line whereas D-J recombination is intact in accord with our findings (Fig. 2g, h) (Fig. 4i, j, k). Hence, there is an overall similarity in the impact of E_VH_1 deletion on V_H_7183 gene usage in pro-B cells and Abl-t pro-B lines. In contrast, there are variable effects of E_VH_1 deletion on V_H_J558 rearrangements with different J_H_ segments in pro-B cells which may reflect the variable impact of E_VH_1 deletion on V_H_J558 usage found in the VDJ-seq study (Fig. 4c, h). 

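V_H_J558 (V_H_1), the largest V_H_ family, rose to 50.9% ± 0.62 (SD, n = 2) of the VDJ-seq rearrangements in E_VH_1-/- pro-B cells, a log2 fold change of 0.12 over WT (standard error 0.018, adjusted p = 0.0076 from edgeR's quasi-likelihood test on family counts). This standard error, derived from the test's F statistic, is smaller than the same test's unadjusted p of 0.00152 implies and understates the error. Individual V_H_J558 genes varied in direction, with 34 of 52 tested genes higher, 18 lower and none past the threshold over all genes or when adjusted over the list alone. Ighv1-26 stood at 3.49% ± 0.29 (log2 fold change −0.09, standard error 0.23), and the pseudogene Ighv1-2, near the 3′ end of the family, had 0.12 (0.27). Ighv1-86 at the far end had a share of 0.0489% ± 0.034 in WT and 0.0236% ± 0.033 in E_VH_1-/- and was too rare to test. As a share of a fixed total, the family moves up when others move down. As a gene set it was higher by camera with a preset correlation (adjusted p = 0.0044) and not with an estimated correlation (p = 0.0651, adjusted p = 0.26). The family's call was lost with TMM factors (log2 fold change 0.04, adjusted p = 0.358), with DESeq2 (0.22, adjusted p = 0.606), among productive or non-productive rearrangements alone, among those with at least 2 reads, and without WT replicate 2 (adjusted p = 0.0791), E_VH_1-/- replicate 1 (0.287) or E_VH_1-/- replicate 2 (0.0852).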

We conclude that the frequency of V(D)J rearrangement is reduced for the proximal V_H_ genes in the E_VH_1^−/−^ mice. Collectively, these findings indicate a consistent diminution of VH7183 usage upon loss of E_VH_1.

### Splenic B1a cells binding Ptc are diminished in E_VH_1^−/−^ mice

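Usage fell past the threshold for 2 V_H_ families whose annotated members all lie in the ZOI. V_H_4, V_H_6, V_H_7, V_H_11, V_H_12, V_H_13 and V_H_14 also lie wholly in the ZOI and did not pass. Of these, V_H_13 had a positive log2 fold change (0.42, adjusted p = 0.272 from edgeR's quasi-likelihood test on family counts). V_H_9 (VGAM3.8) fell from 3.65% ± 0.93 (SD, n = 2) of the rearrangements in WT to 1.73% ± 0.31 (n = 2) in E_VH_1-/- pro-B cells, a log2 fold change of −1.04 (standard error 0.27, adjusted p = 0.0053 from edgeR's quasi-likelihood test on family counts). V_H_3 (36-60) fell from 5.37% ± 0.16 to 3.37% ± 0.22, or −0.67 (standard error 0.18, adjusted p = 0.0053 from the same test). All 4 tested V_H_9 genes and all 7 tested V_H_3 genes had negative log2 fold changes, and adjusted over the list alone 1 V_H_9 gene and 2 V_H_3 genes were lower, against 1 and 0 over all genes. The V_H_3 gene Ighv3-1 had −0.97 (standard error 0.49, adjusted p = 0.461). The small families V_H_11 and V_H_12, whose products include receptors for phosphatidylcholine, took 0.791% ± 0.19 and 1.27% ± 0.49 in WT and 0.527% ± 0.057 and 1.11% ± 0.095 in E_VH_1-/-, without passing the test (adjusted p = 0.45 and 0.55). Ighv12-3 had a log2 fold change of −0.12 (standard error 0.27). The V_H_14 (SM7) family had −0.27 (standard error 0.22, adjusted p = 0.45), and within it Ighv14-2, the gene of the V_H_14-2 promoter, had 0.23 (0.29). V_H_J606 (V_H_6), whose genes Ighv6-3 to Ighv6-7 lie at the 5′ end of the ZOI, had −0.12 (0.22), and its genes ran from −0.52 for Ighv6-3 and −0.02 for Ighv6-6 to 0.30 for Ighv6-7, of which 87.5% had a V score under 200, and 0.53 for Ighv6-5. Ighv6-4 was too rare to test, and Ighv6-1 and Ighv6-2 had 0 rearrangements. As gene sets, V_H_9 and V_H_3 were lower by camera with a preset correlation (adjusted p = 3.93e-04 and 0.00612), with p = 0.14 and 0.0831 with an estimated correlation, and by fry for V_H_3 alone (adjusted p = 0.0251). Both families lost their call with DESeq2, among rearrangements with at least 2 reads and without WT replicate 2 (adjusted p = 0.148 for V_H_9 and 0.0948 for V_H_3) or E_VH_1-/- replicate 2 (0.588 and 0.11). V_H_9 also lost it without E_VH_1-/- replicate 1 (adjusted p = 0.546) and with replicate numbers as a block (0.207), and V_H_3 without WT replicate 1 (0.078), among productive rearrangements (0.0655) and with crossed replicate numbers as a block (0.338).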

The E_VH_1 ZOI encompasses the D_H_ proximal V_H_5 (V_H_7183) and V_H_2 (V_H_Q52) families and the small intermediate gene families including the V_H_11 and V_H_12 exons that are frequently expressed in B1 B cells^41,42^. V_H_11.2 in particular is highly over-represented in B1a B cells, and such antibodies are reactive with PtC^41^. Because V_H_11.2 rearrangement was reduced 2-fold in E_VH_1^−/−^ as compared to WT pro-B cells (Fig. 4b, c), we examined the presence of B cell compartments and the frequency of B1a- and PtC binding cells. 

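V_H_11-2 (Ighv11-2), on chromosome 12 of mm10 from 114048241 to 114048812 and 133588 bp from E_VH_1, made up 0.532% ± 0.13 (SD, n = 2) of the rearrangements in WT and 0.344% ± 0.086 (n = 2) in E_VH_1-/- pro-B cells. These are 30 and 25 rearrangements in the WT libraries and 10 and 6 in the E_VH_1-/- libraries, all with a V score of at least 200. The fitted log2 fold change of −0.55 (standard error 0.44, adjusted p = 0.798 from edgeR's quasi-likelihood test) is a usage 1.46-fold lower, and the share was lower in all 4 pairings of libraries. Its relative Ighv11-1, with a log2 fold change of −0.51 (standard error 0.59), did not pass either.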

E_VH_1 deletion had little effect on B cell development as comparable proportions of Hardy fractions (B-C’, pro-B; D, pre-B; E, immature B; F, mature B) in the BM and marginal zone and follicular B cells in the spleen are detected in WT and E_VH_1^−/−^ mice (Supplementary Fig. 5a–g). Although normal proportions of peritoneal B1 B cells were detected in E_VH_1^−/−^ (Supplementary Fig. 5f, g), splenic B1 B cells expressing surface CD19^+^B220^lo^CD23^-^IgM^hi^IgD^lo^ were significantly reduced in E_VH_1^−/−^ relative to WT mice (Fig. 5a, b). Moreover, B1a cells binding PtC are depleted in E_VH_1^−/−^ as compared to WT mice (Fig. 5c, d). The reduced rearrangement of V_H_11.2 in the E_VH_1^−/−^ pro-B cells is therefore a possible explanation for the reduction of splenic B1a cells and those binding PtC. Thus, perturbation of the preselected Igh repertoire in pro-B cells has potential ramifications for the peripheral repertoire.

**Fig. 5:**
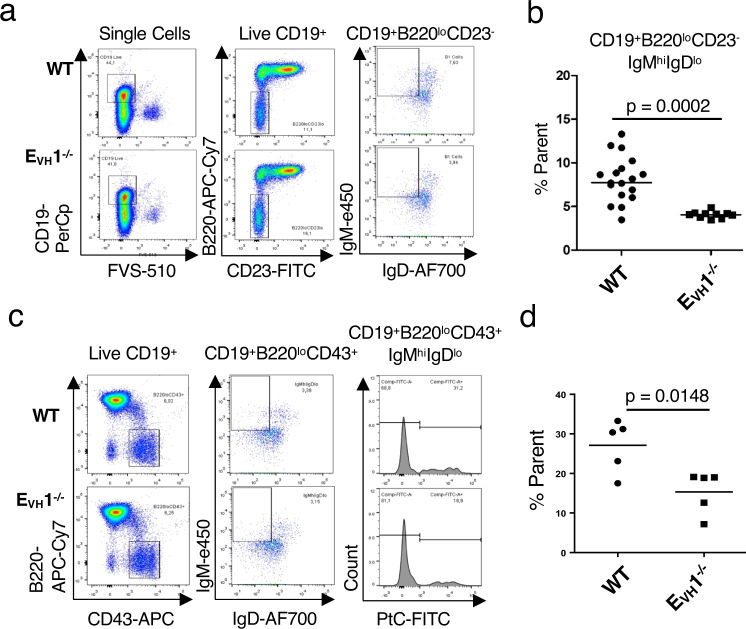
Phosphatidylcholine binding splenic B1a cells are reduced in E_VH_1^−/−^ mice. **a** Representative flow cytometry plots of splenocytes gated for B1 B cells were assessed using FVS-510 and antibodies (CD19-PerCp, B220-APC Cy7, CD23-FITC, IgM-e450, IgD-AF700). **b**, **d** Frequencies of B1 B cells were averaged and each symbol represents results from one mouse. **b** Average frequency of B1 B cells (CD19^+^B220^lo^CD23^-^IgM^hi^IgD^lo^) was assessed in three independent experiments. WT (*n* = 35), E_VH_1^−/−^ (*n* = 19) mice. *P* values from unpaired two-tailed Student’s *t* test. **c** Representative flow cytometry plots of splenocytes gated for B1 B cells using FVS-510 and antibodies (CD19-PerCp, B220-APC Cy7, CD43-APC, IgM-e450, IgD AF700) and PtC liposome (FITC). **d** Average frequency of B1 B cells binding PtC (CD19^+^B220^lo^CD43^+^IgM^hi^IgD^lo^PtC^+^). WT (*n* = 5), E_VH_1^−/−^ (*n* = 5) mice. *P* values from unpaired two-tailed Student’s *t* test.

### E_VH_1 is an Igh locus architectural element in mice

To define the contribution of E_VH_1 to locus architecture, in situ Hi-C data sets^14^ were generated and biological replicates were merged (Supplementary Fig. 6). Rag deficient pro-B cells are used to ensure that the Igh locus has not undergone V(D)J recombination and are compared with those from mouse embryonic fibroblasts (MEF) cells in which the Igh locus is inactive^43^. Pooled Hi-C samples recapitulated reported chromatin structures with high reproducibility scores and similar data quality (Supplementary Table 10) (Supplementary Fig. 6a)^14^. The Igh 2.9 Mb TAD (yellow box) in pro-B cells displays strong locus boundaries (green/blue arrows) and rarely interacts with other compartments (black brackets) as previously observed (Supplementary Fig. 6a, b)^17^. In contrast, the 5’ Igh TAD boundary in MEF is subsumed into an adjacent TAD and interacts with other compartments indicating a B cell specific difference in TAD structure (Supplementary Fig. 6a, b).

To identify pro-B cell specific interactions we created Hi-C difference heatmaps by subtracting MEF- from pro-B- derived contacts, a strategy used in our earlier studies^17^ and adapted to Hi-C data sets (Methods). The Rag1^−/−^ minus MEF difference map reveals nested self-interacting domains (vertical dashed lines) spanning hundreds of kb along the locus that have been schematically summarized (Fig. 6a, bi, iii). We detect stripes (blue arrowheads) originating from the 3’RR and IGCR1 as previously observed^23,44^ that are absent in MEF (Fig. 6bi) and are also visible in the unsubtracted Hi-C data (black arrows) (Supplementary Fig. 6b, c). Architectural stripes reflect interactions between a single anchor and a continuum of genomic elements, are considered evidence of cohesin mediated loop extrusion^19,44^ which likely facilitates V(D)J joining in pro-B cells^9^. These observations support a major role of IGCR1 as a downstream anchor of loop extrusion for the V_H_ locus rather than Eμ as previously suggested^9^. We observe a series of stripes (black arrowheads) extending in a 5’->3’ direction from the corners of multiple self-interacting domains (Fig. 6bi). Several of these stripes meet off the diagonal to form “dots” indicating the presence of IGCR1-E_VH_1 and IGCR1- E_VH_2 (marked a and b), E_VH_1-E_VH_2 (marked c), and V_H_J606 genes-E_VH_2 (marked d) anchored loops indicating that E_VH_- E_VH_ and E_VH_-Pr contacts contribute to Igh locus conformation (Fig. 6biii). Corner dots are most frequently anchored by CBE in a convergent orientation, bound by the CTCF architectural protein and represent persistent loops^14,45^. All CBEs bound by CTCF in the V_H_ domain are convergent with the IGCR1 CBEs^23^. Each of the E_VH_s is paired with a nearby CBE bound by CTCF and the cohesin component, RAD21 (Fig. 1b) (Supplementary Fig. 1). The F.6 CBE flanking E_VH_1 interacts with Site I.3, and Site I.I and these contacts were abolished upon F.6_CBE deletion in Abl-t pro-B lines (Fig. 2c) (Supplementary Fig. 2c, d). These observations together suggest that the Hi-C dot domains were formed by loop extrusion that is impeded by CTCF/cohesion as noted^19,21,46^. Another possibility is that active enhancers, such as E_VH_1s can function as barriers to loop extrusion^47,48^.

**Fig. 6:**
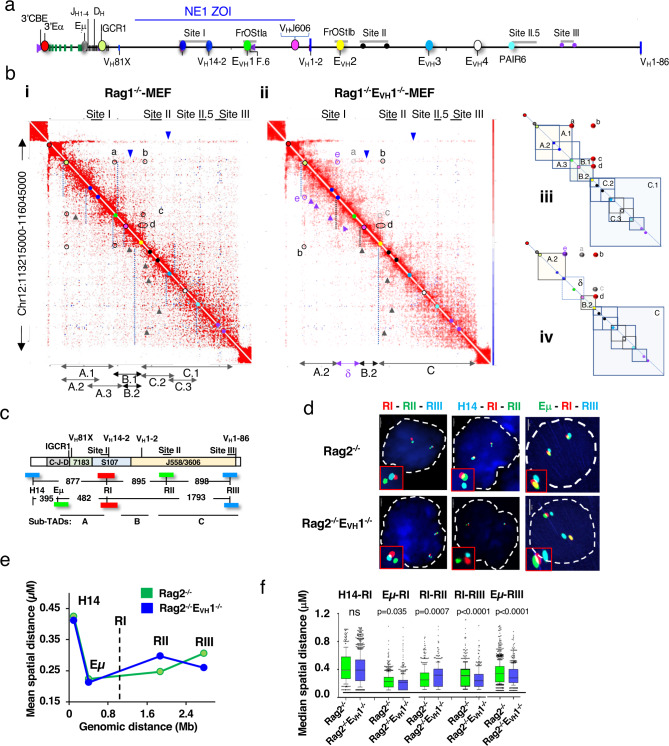
E_VH_1 modulates Igh locus topology and compaction in pro-B cells. **a** Schematic of the Igh locus. Eμ is situated between J_H_ and C_H_ genes and 3’Eα. The J_H_ and D_H_ segments are located between the constant region genes (C_H_) and V_H_7183 (V_H_81X) segments. **b** Regulatory elements (colored dots) identified in **a** arrayed along the Hi-C diagonal. Hi-C difference heatmaps at 10 kb resolution from purified CD19^+^ pro-B cells from Rag1^−/−^ (*n* = 2) **(i)** and Rag1^−/−^E_VH_1^−/−^ (*n* = 2) **(ii)** mice were generated (see Methods). Nested loop domains (dashed vertical lines), stripes (3’->5’, blue triangles; 5’->3’ black triangles), dots (black circles), lost dots (gray circles). Rag1^−/−^E_VH_1^−/−^ specific stripes (purple triangles) and dots (purple circles). **iii, iv)** Schematic of nested loop domains in Hi-C difference heatmaps from Rag1^−/−^ (**iii**), and Rag1^−/−^E_VH_1^−/−^ (**iv**) pro-B cells. **c** The Igh locus includes the interspersed V_H_ J558/3609 (V_H_1-86) families at the 5’ end, the V_H_7183 (V_H_81X) family at the 3’ end and the intermediate V_H_ segments (V_H_14-2) include the S107 family with nine smaller V_H_ families. Representative V_H_ genes are positioned above the locus (chr12, mm10), V_H_81X (113578506 − 113578799), V_H_14-2 (113994469-113994762), V_H_1-2 (114469075-114469371) V_H_1-86 (116000028-1160000321). BAC probes, H14, Eμ, RI, RII, RIII are indicated by their colors and are shown with the distances between them. **d**–**f** Source data are provided as a Source Data file. **d** Representative nuclei from fixed Rag2^−/−^ and Rag2^−/−^E_VH_1^−/−^ pro-B cells hybridized with three labeled probe combinations in two biologically independent experiments. Scale bar, 2 μm. Rag2^−/−^ pro-B alleles for each probe pair: *n* = 430 (H14-RI), *n* = 541 (RI-RII), *n* = 922 (Eμ-RI, RI-RIII, Eμ-RIII). Rag2^−/−^E_VH_1^−/−^ pro-B alleles for probe pairs: *n* = 1213 (H14-RI), *n* = 400 (RI-RII), *n* = 566 (Eμ-RI, RI-RIII, Eμ-RIII). **e** Mean inter-probe distances as a function of genomic distance. Lines indicate connectivity only. The RI anchor probe position, vertical dashed line. **f** Box plots show the median (middle line), 25th and 75th percentile (box) and 10th and 90th percentile (whiskers) and outliers (single points) of spatial distances between probes and anchor R1. *P* values from unpaired two-tailed nonparametric Mann–Whitney U test.

The structural profile of the Igh locus was substantially altered in Rag1^−/−^E_VH_1^−/−^ derived Hi-C difference maps (Fig. 6bi, ii) (Supplementary Fig. 7a, bi, ci). Many loops, represented by corner dots, involving E_VH_1 were abolished including those between IGCR1-E_VH_1 (marked a, grey) and E_VH_1- E_VH_2 (marked c, grey), whereas those involving the E_VH_2 anchor such as IGCR1-E_VH_2 (marked b), and V_H_J606 genes-E_VH_2 (marked d) are retained in the Rag1^−/−^E_VH_1^−/−^ pro-B cells (Fig. 6bii, iv) (Supplementary Fig. 7bi, ci, d). Deletion of E_VH_1 also led to the new appearance of IGCR1-Site I (marked e, purple circle) interactions, the formation of the δ loop (dashed box) configured by the association of Site I-V_H_J606 genes and a series of stripes and chevrons (purple arrowheads) (Fig. 6bii, iv) (Supplementary Fig. 7bi, ci, d). Active enhancers can function as TAD boundary elements and spatial proximity with promoters can be achieved during the extrusion process^47,48^. In this context, it is evident that E_VH_1 (green dot) directly participates in loop extrusion as stripes emanating from this position and moving toward IGCR1 disappear from the Hi-C difference map in Rag1^−/−^E_VH_1^−/−^ pro-B cells (Fig. 6bi, ii). Notably, impairment of Igh locus structure conferred by E_VH_1^−/−^ extends from IGCR1 to the J606 genes and maps to the E_VH_1 ZOI, thus, linking Igh spatial architecture with V_H_ gene utilization.

### Loss of E_VH_1 leads to locus hypercontraction

To explore the contribution of E_VH_1 to the higher order locus conformation we compared the spatial distances between BAC FISH probes H14, Eμ-IGCR1 (referred to as Eμ) and the RI, RII, and RIII probes, corresponding to Sites I, II and III, hybridized in Rag2^−/−^ and Rag2^−/−^ E_VH_1^−/−^ pro-B cells (Fig. 6c, d)^17^. We used probe RI as a reference and determined spatial distances with all other probes. Although spread over a large genomic region the average spatial distance separating probes RI from Eμ, RII, and RIII were similar whereas spatial distances to the H14 probe outside the locus were large indicating that most V_H_ genes are at comparable distances to the RC in Rag2^−/−^ pro-B cells, as previously observed (Fig. 6e, f)^27^. In contrast, closer spatial distances are detected between the Eμ and RI probes with RIII in Rag2^−/−^ E_VH_1^−/−^ pro-B cells reflecting hyper-compaction with the distal V_H_ gene segments relative to the control (Fig. 6e, f). Likewise, closer spatial distances are detected between the RI anchor with RII and RIII probes and greater distance to H14 in the Abl-t E_VH_1 KO line reflecting increased locus compaction in the distal regions of the Igh locus relative to the control (Supplementary Fig. 8). Thus, E_VH_1 deletion is correlated with increased overall locus compaction arguing for a link between long-distance loop extrusion and locus compaction.

### E_VH_1 coordinates an enhancer network

To explore the scope of E_VH_ interactions and their impact on Igh locus topology we reduced Hi-C dimensionality by deriving virtual 4C datasets. Using E_VH_1, Eμ, and IGCR1 viewpoints we identified high-frequency interactions defined as in the top 15 (star) or 25 (circle) percent of all contacts in both biological replicates for Rag1^−/−^ (black symbols) and Rag1^−/−^E_VH_1^−/−^ (red symbols) pro-B cells (Fig. 7a). E_VH_1 was highly interactive with its own flanking region, Eμ, E_VH_2, E_VH_3, and E_VH_4 in Rag1^−/−^ pro-B cells (Fig. 7a). Although E_VH_3 associates with E_VH_1, its interaction frequency did not pass the threshold for high-frequency contacts in both replicates (Fig. 6A). Deletion of E_VH_1 (red dashed line) led to loss of contact with all other E_VH_s and with Eμ and the emergence of two new peaks (red arrows) of contact in Rag1^−/−^E_VH_1^−/−^ pro-B cells and implies that E_VH_1 coordinates an enhancer network (Fig. 7a).

**Fig. 7:**
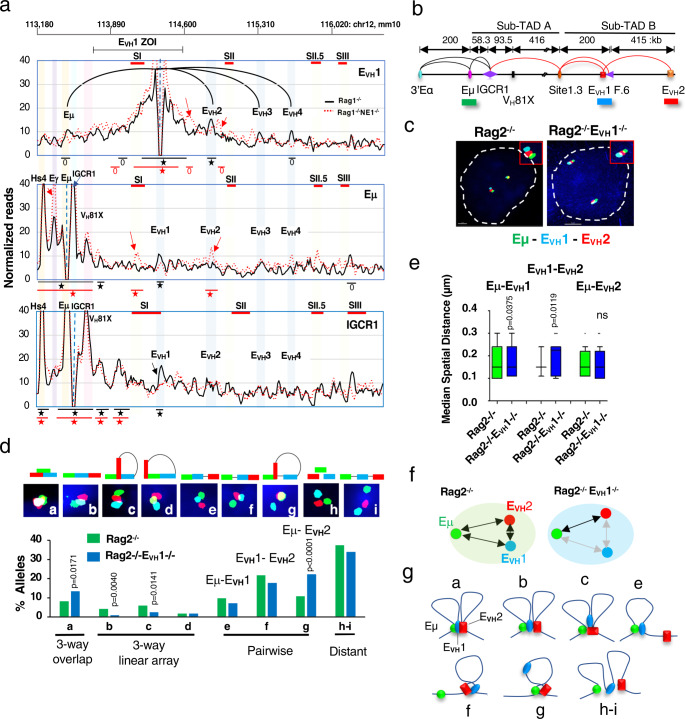
E_VH_ interactome identified. **a** Virtual 4C interactions were extracted from KR normalized Hi-C data sets from Rag1^−/−^ (black lines) and Rag1^−/−^E_VH_1^−/−^ (dashed red lines) CD19^+^ pro-B cells. *Top*: Genomic coordinates (mm10) with the E_VH_1 ZOI and Sites (S) I, II, II.5 and III. 4C viewpoints (dashed vertical line) in a 30 kb running window analysis with 10 kb steps from merged biological replicates with E_VH_1 interactions (black arcs) shown. Stars (top 15%), circles (top 25%) of locus-wide interactions. New peaks (red arrows) and lost peaks (black arrows) in Rag1^−/−^E_VH_1^−/−^ pro-B cells. **b** Diagram of the Igh locus with genomic distances and FISH probe indicated. Chromatin loops detected in pro-B cells (see Fig. 3a). **c**–**e** Source data are provided as a Source Data file. **c** Representative nuclei from Rag2^−/−^ and Rag2^−/−^E_VH_1^−/−^ CD19^+^ pro-B cells. Short FISH probes, Alexa Fluor 488 (Eμ, green), and Alexa Fluor 647 (E_VH_1, blue), Alexa Fluor 555 (E_VH_2, red) were hybridized simultaneously to fixed cells in duplicate. Scale bar, 2 μm. **d** Quantitation of 3D probe configurations in three-color DNA FISH. *N* = 400 alleles/genotype in two independent experiments. (*Upper panel*) Nine probe configurations. (*Lower panel*) The frequency of each probe configuration. *P* values from two tailed Chi square test. **e** Median spatial distance was derived for probes engaged in 3-way overlaps shown in panel **d** inset a. Rag2^−/−^ (*n* = 33), Rag2^−/−^E_VH_1^−/−^ (*n* = 54) alleles. Box plots show median (middle line) spatial distances, 25th and 75th percentile (box) and 10th and 90th percentile (whiskers), and outliers (single points) between. *P* values from two-tailed Wilcoxon signed rank sum test. **f** Graphically displayed median spatial distances between probes in three-way overlaps from Rag2^−/−^ (black arrows) and Rag2^−/−^E_VH_1^−/−^ (gray arrows) pro-B cells. **g** Representation of Igh alleles in distinct spatial configurations (**a**–**c**, **e**–**g**, **h**, **i**).

Examination of the Eμ viewpoint confirmed interaction with 3’Eα hs4, Eγ, and IGCR1 as previously reported^3,4,9,49^ and with E_VH_1 (Fig. 6A). Eμ:E_VH_1 contacts were apparently lost and new or increased Eμ interactions (red arrows) with Eγ, Site I.3, and E_VH_2 were detected in Rag1^−/−^E_VH_1^−/−^ pro-B cells suggesting that E_VH_1 competes with Eγ and E_VH_2 for interaction with Eμ (Fig. 7a). Finally, analysis of the IGCR1 viewpoint revealed interactions with 3’Eα hs4, Eμ, V_H_81X and E_VH_1 but not with Eγ or with other E_VH_s indicating that IGCR1 could bridge Eμ to E_VH_1 (Fig. 7a). We infer that E_VH_1 may integrate contacts with Eμ, IGCR1 and the distal E_VH_s.

To independently confirm that Eμ interactions shift from E_VH_1 to E_VH_2 upon E_VH_1 deletion we performed FISH and examined inter-probe distance distributions using short probes for Eμ (green), E_VH_1 (blue), and E_VH_2 (red) in Rag2^−/−^ and Rag2^−/−^E_VH_1^−/−^ pro-B cells and segregated all nine possible FISH probe configurations (Fig. 7b, c). Indeed, the median spatial distances for pure pairwise Eμ:E_VH_2 contacts were significantly increased, and both E_VH_1:E_VH_2 and Eμ:E_VH_1 probe distances were modestly decreased in Rag2^−/−^E_VH_1^−/−^ pro-B cells, consistent with the virtual 4C profile (Fig. 7d).

We explored the proposition that E_VH_1 participates in a multi-enhancer network by examining three-way probe overlaps (≤ 0.3 μM) that identify Eμ-E_VH_1-E_VH_2 molecular contacts (Fig. 7d, inset a-d). Two types of linear arrays (Eμ-E_VH_1-E_VH_2; Eμ-E_VH_2-E_VH_1) were significantly diminished in Rag2^−/−^E_VH_1^−/−^ pro-B cells indicating that these configurations are dependent upon E_VH_1 (Fig. 7d, insets b, c). The E_VH_2-Eμ-E_VH_1 configuration occurs at very low frequencies and was not further considered (Fig. 7d, insets d). Although the frequency of superimposed Eμ-E_VH_1-E_VH_2 probe overlaps increased, the internal median spatial distances between probes were perturbed in Rag2^−/−^E_VH_1^−/−^ pro-B cells suggesting a deformed topology (Fig. 7d, inset a, 7e–g). These studies confirm that in the absence of E_VH_1, 1) E_VH_2 becomes the preferred Eμ interaction partner and 2) the enhancer hub frequency is decreased or its internal conformation is altered.

### E_VH_1 is a regional regulator of Igh gene expression

To assess E_VH_1 enhancer function we evaluated transcriptional activity for a set of Igh index genes in Rag2^−/−^ and Rag2^−/−^E_VH_1^−/−^ pro-B cells. C_H_ germline transcripts (GLTs) (IμCμ, Iγ2bCγ2b), V_H_ GLTs (V_H_14-2, V_H_J558), antisense (AS) transcripts from intergenic regions (DQ52, 81X, 7183, J606, J558), and the PAIR4 lncRNA were analyzed in RT-PCR assays (Fig. 8a)^40,50,51^. As in the 445.11 E_VH_1 KO lines, the V_H_14-2 GLT was significantly reduced in Rag2^−/−^ E_VH_1^−/−^ pro-B cells (Fig. 8b). Likewise, intergenic AS transcripts DQ52, V_H_81X, and 7183 were significantly diminished in Rag2^−/−^E_VH_1^−/−^ pro-B cells indicating E_VH_1 dependency (Fig. 8b). In contrast, the expression of other genes was unchanged (Iγ2bCγ2b GLT, PAIR 4 lncRNA) or elevated (sense V_H_J558, intergenic AS J606, J558) in Rag2^−/−^E_VH_1^−/−^ pro-B cells (Fig. 8b, c). The Iγ2bCγ2b GLT and PAIR 4 lncRNA are located downstream of Eμ and upstream of E_VH_3 are apparently outside the E_VH_1 ZOI (Fig. 8b). Elevated expression of sense spliced and unspliced V_H_J558 transcripts and AS intergenic J606 and J558 transcripts were detected relative to the 18 S RNA loading control in Rag2^−/−^E_VH_1^−/−^ pro-B cells indicating dysregulated transcription (Fig. 8b, c). Reduced expression of GLTs in the E_VH_1 ZOI correlates with the decreased V_H_ to DJ_H_ rearrangement. The upregulated transcripts are all located upstream of the E_VH_1 ZOI and in a region of the locus which experiences hyper-contraction and increased proximity with Eμ providing a plausible explanation for increased transcription (Fig. 6e, f). However, because the number of genes tested for expression is relatively small the correlation of transcription regulation with the E_VH_1 ZOI is an inference.

**Fig. 8:**
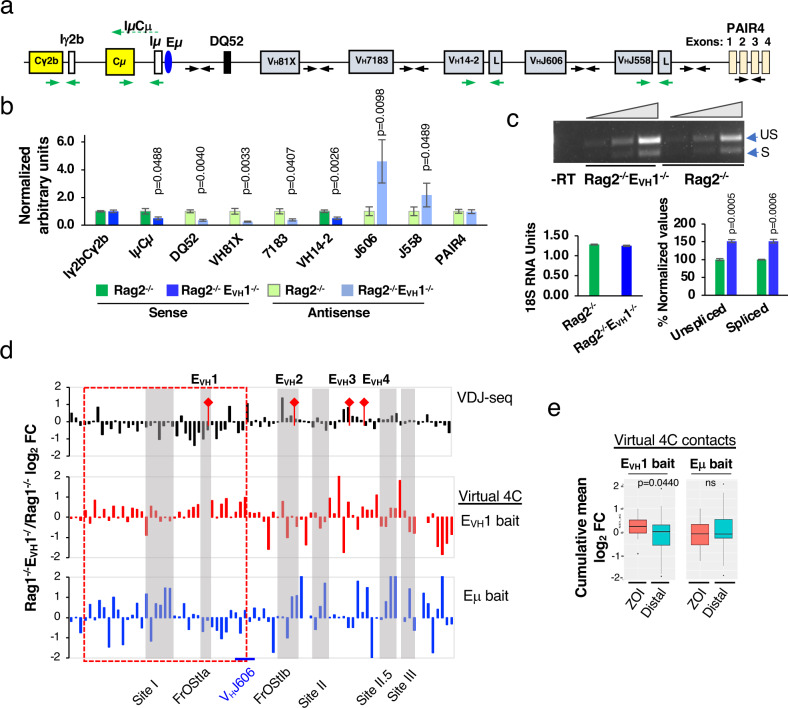
E_VH_1 regulates Igh gene expression. **a** Igh genes with primers for sense (green arrows) and intergenic antisense (black arrows) transcripts. **b, c** Source data are provided as a Source Data file. P values from unpaired two tailed Student’s *t* test. **b** QRT-PCR analyses from Rag2^−/−^- and Rag2^−/−^E_VH_1^−/−^- pro-B cells. RNA samples were isolated from each mouse and two cDNAs were synthesized from each RNA, tested in duplicate or triplicate and averaged. +/-SEMs are shown. RNA samples for Rag2^−/−^: primers IμCμ, PAIR4, 7183 (*n* = 7); 81X, VH14-2, DQ52 (*n* = 6); J606, J558 (*n* = 5); Iγ2bCγ2b (*n* = 4) mice. Rag2^−/−^E_VH_1^−/−^: Primers Iγ2bCγ2b, VH14-2, DQ52, J558 (*n* = 6); IμCμ, PAIR4, 81X, 7183, J606 (*n* = 4) mice. **c** Representative semi-quantitative RT-PCR for sense V_H_J558 (unspliced (US), 465 bp; spliced (S) 382 bp) (*upper panel*) using an 18 S RNA loading control (*lower left panel*). No reverse transcription (-RT). V_H_J558 PCR products were quantitated by densitometry. The values for Rag2^−/−^ samples were normalized to 100. +/-SEMs. Samples from Rag2^−/−^ and Rag2^−/−^E_VH_1^−/−^ (*n* = 3) mice. **d** Comparison of the distribution of normalized rearranged V_H_ genes (upper panel, VDJ-seq analysis; Fig. 4b) with normalized virtual  4C reads for E_VH_1 (middle) and Eμ (bottom) viewpoints (Fig. 6a) shown as the Rag1^−/−^E_VH_1^−/−^/ Rag1^−/−^ log_2_ fold change (FC). Eighty-seven rearranged V_H_ genes mapped into 82 bins of 10 kb. E_VH_1 ZOI (dashed red box). **e** Cumulative frequency of virtual 4C contacts in the ZOI and distal region is shown in box plots indicating the mean (middle line), 25th and 75th percentile (box) and 10th and 90th percentile (whiskers), and outliers (single points). *P* value from unpaired two-tailed Mann Whitney U test.

### E_VH_1 restricts chromatin contacts in the ZOI

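Rearrangements were found for 150 V_H_ genes in the 4 VDJ-seq libraries together, and for 146 and 138 genes in the WT and 133 and 131 in the E_VH_1-/- libraries. A mean of at least 5 rearrangements per library was reached by 111 genes, of which 46 lie in the ZOI and 63 are distal, and a mean of at least 20 by 72 genes. Many of the others are rare, such as the pseudogene Ighv1-86, and a gene can also be listed only through weak V assignments, as for the distal pseudogene Ighv8-10 (log2 fold change 0.94, standard error 0.52, adjusted p = 0.513 from edgeR's quasi-likelihood test), whose rearrangements all had a V score under 200.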

To determine whether E_VH_1 anchored chromatin contacts influence V_H_ gene usage in the ZOI, we divided the locus into 10 kb bins and mapped all 87 rearranging V_H_ genes identified in the VDJ-seq analysis into these bins. Next, virtual 4C contacts using the E_VH_1 and Eμ baits were mapped and those contacts that fall within these same 10 kb bins were identified. Comparison of rearranged V_H_s (top panel) to virtual 4C contact profiles revealed that the cumulative frequency of E_VH_1 anchored contacts was significantly elevated in the ZOI (dashed red box) and randomly perturbed outside of this region in Rag1^−/−^E_VH_1^−/−^ pro-B cells (Fig. 8d, e). In contrast, Eμ anchored interactions displayed no discernable regional contact pattern in Rag1^−/−^E_VH_1^−/−^ pro-B cells (Fig. 8d, e). Thus, in the absence of E_VH_1, increased chromatin interactions are inversely correlated with reduced V_H_ gene usage within the ZOI. We propose that E_VH_1 underpins an architectural structure that promotes ZOI V_H_ gene usage in part by coordinating and constraining long-range chromatin interactions.

## Discussion

We report a major role for E_VH_s and TEs in configuring Igh locus topology and in V(D)J recombination. E_VH_1, the V_H_14-2 Pr, and F.6 CBE are regulators of V- > DJ recombination potential in Abl-t pro-B lines. 

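By the GENCODE annotation of mm10, the region from the first V_H_ gene 5′ of V_H_81X to the last V_H_J606 gene takes up 35.6% of the 2437.2 kb from Ighv5-1 to Ighv1-86 and holds 69 of its 183 annotated V_H_ genes. In the VDJ-seq libraries its 40 annotated intermediate genes, those outside V_H_7183 and V_H_Q52, took 17.8% ± 0.27 (SD, n = 2) of the rearrangements in E_VH_1-/- pro-B cells against 22.4% ± 0.40 (n = 2) in WT, and 24 of the 29 tested had a negative log2 fold change. Its 29 annotated proximal genes, of V_H_7183 and V_H_Q52, took 13.1% ± 1.0 against 14.7% ± 1.3, and 13 of the 17 tested had a negative one. The intermediate genes were lower as a set by camera with a preset correlation (adjusted p = 1.06e-04; p = 0.0378 and adjusted p = 0.213 with an estimated correlation), and the proximal genes did not pass (adjusted p = 0.325). Both lists are parts of the ZOI, which the paper named as reduced in these data, so these p are not independent evidence of a direction. The difference between the lists was not tested. When adjusted over the list alone, 3 intermediate genes were lower, and 1 proximal gene, Ighv5-5, was higher and none lower. At a V score of at least 200 no proximal gene was higher.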

Deletion of E_VH_1 in mice led to regionally reduced V_H_ gene usage in over a third of the V_H_ domain, and the V_H_ genes closer to E_VH_1 were more significantly impacted. Likewise, expression of germline transcripts from several V_H_ genes in Abl-t E_VH_1 KO lines and a set of Igh index genes within the ZOI on Rag2^−/−^E_VH_1^−/−^ pro-B cells were downregulated demonstrating a concordance of regional transcription regulation with V(D)J recombinational potential. E_VH_1 is a modulator of locus conformation in both Abl-t pro-B lines and in mice. Deletion of E_VH_1 led to locus decompaction of subTAD A in Abl-t pro-B lines and perturbed locus architecture in the E_VH_1 ZOI in mice, identifying a link between D_H_ proximal V-DJ recombination, Igh gene transcription, and locus conformation. Deletion of E_VH_1 also led to locus-wide hyper-compaction in both Abl-t pro-B lines and in mice.

There are several possible explanations to account for the observations of locus de-contraction around E_VH_1 despite hypercontraction overall. Our Hi-C data sets indicate that chromatin folds within subTAD C and involving E_VH_2-E_VH_4 may form independently of subTAD A-B that is structured by IGCR1- E_VH_1 or IGCR1-E_VH_1-E_VH_2 interactions with E_VH_2 as the locus nexus. This view might imply that upon E_VH_1 deletion the Igh locus should become decompacted overall since E_VH_1 anchored chromatin contacts with E_VH_2 are lost. However, there are two factors that may mitigate this outcome. First, we note compensatory chromatin contacts that occur in E_VH_1 deleted loci such as new Eμ-E_VH_2 contacts in Rag1^−/−^E_VH_1^−/−^ pro-B cells that might change locus conformation but would still contribute to overall locus compaction. Second, cohesin-mediated loop extrusion is also an important driver of chromatin loop formation^19,22,44^ and enhancers can block the extrusion progress^19^. E_VH_1 loss could lead to more processive loop extrusion that in turn generates greater locus compaction. A direct assessment of loop extrusion frequency in the Igh locus will be required to directly test this notion.

Our discovery of at least four E_VH_s located among the intermediate and distal V_H_s was based on their epigenetic profile. Many enhancers regulate transcription with their cognate Prs via spatial proximity created by long-range interactions^52,53^, a feature displayed by E_VH_1. However, Igh genes may be regulated by more than one enhancer as intergenic antisense J558 transcript expression is Eμ independent^54^ and we propose that this role may be filled by one or several E_VH_s. Accordingly, V_H_ expression at the D_H_ distal end of the locus was upregulated upon E_VH_1 deletion suggesting the presence of another regional enhancer such as E_VH_2, 3 or 4. Detection of an E_VH_ interactome centered on E_VH_1 was based on interactions with Eμ in the RC and with E_VH_2-4 in the more distal regions of the locus and was confirmed in single-cell imaging studies. Competition between Eμ and the E_VH_s is implied by the preferential formation of Eμ-E_VH_2 contacts in Rag2^−/−^E_VH_1^−/−^ pro-B cells. 

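In the VDJ-seq libraries, the gene of the ZOI with the highest log2 fold change was Ighv5-5, a V_H_7183 pseudogene on chromosome 12 of mm10 from 113612989 to 113613442, which made up 0.222% ± 0.0048 (SD, n = 2) of the rearrangements in WT and 0.652% ± 0.35 (n = 2) in E_VH_1-/- pro-B cells. Its log2 fold change of 1.51, or 2.84-fold, had a standard error of 0.49 and did not pass edgeR's quasi-likelihood test (adjusted p = 0.0716). It was higher in all 4 pairings of libraries. Of its rearrangements 94.3% had a V score under 200, and at higher scores there were 1 and 2 in the WT libraries and 0 in both E_VH_1-/- libraries. The next highest gene with a higher share in all 4 pairings was Ighv13-2, chosen after its values were seen, with 0.45 (standard error 0.23, adjusted p = 0.461) and 58.8% of its rearrangements at such scores.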

Notably, elevated (>2 fold) usage of two V_H_ genes within the E_VH_1 ZOI in E_VH_1^−/−^ pro-B cells implies that rearrangement of some V_H_ genes within the same loop domain is differentially regulated by as yet undefined mechanisms.

Our studies provide evidence that architectural “stripes”, formed by cohesin-mediated loop extrusion^44^, initiate from both the 3’ and 5’ ends of the Igh locus in pro-B cells. Stripes form when one subunit of cohesin stalls near a strong CTCF loop anchor and the second subunit progressively extrudes the chromatin loop to form a multiplicity of contacts and that ultimately brings the far end of the locus into spatial proximity with the stall site and forms a loop domain^44^. These loop domains could provide a platform to “reel-in” V_H_s toward the RC from various positions across the locus. E_VH_1 is a stripe origin that extends in the 3’ direction and ultimately intersects with IGCR1, creating a loop domain encompassing the proximal and intermediate V_H_s and promoting spatial proximity to the RC. A RAG scanning event initiating within the IGCR1-E_VH_1 loop domain would create V_H_ gene proximity with the RC. Loss of the IGCR1- E_VH_1 chromatin loop might preclude efficient RAG scanning through this region of the locus.

E_VH_1 affects regional transcription and V_H_ to DJ_H_ rearrangement as well as overall locus conformation and loop extrusion. We favor the view that the participation of E_VH_1 in structuring the Igh locus through chromatin looping and loop extrusion is a key to determining its regional influence on V-DJ rearrangements. However, it is difficult to exclusively assign any one aspect of E_VH_1 function to its influence on V-DJ recombination, as some features, such as transcription may be necessary but not sufficient.

Recent studies identified the E88 enhancer as a structural organizer of the Ig*k* locus, and, like E_VH_1, its deletion negatively impacts rearrangement of nearby V_κ_ genes^55^. However, E88 is distinct from E_VH_1 as it affected transcription only within the region in which V_κ_ gene rearrangement is impacted^55^, whereas E_VH_1 influences GLT expression throughout the V_H_ locus and is a component of an enhancer hub. This difference may also be related to the structural roles E_VH_1 plays within the Igh locus as an architectural stripe origin and a modulator of locus compaction.

Deletion of E_VH_1 results in a reduction of V_H_11-2 rearrangement, the V gene most predominantly observed in B1a cells from C57Bl/6 mice^41^. These V_H_-D-J rearrangements, with similar CDR3 sequences, are greatly expanded in B1 cells presumably by their cognate antigen PtC, and accordingly, the E_VH_1 deletion results in a decrease in splenic B1a cells which bind PtC. Why do we therefore not see a decrease in B1a B cells from the PerC? One explanation could be that E_VH_1 does not have as much influence in fetal vs adult life, and most B1 cells in the PerC arise from fetal precursors^56^. Alternatively, strong pressure for expansion of PtC-binding B1 cells in the PerC might lead to expansion of the residual V_H_11-2 precursors with the relevant CDR3 sequence. In contrast, the splenic B1a repertoire is more diverse and thus presumably has less selection pressure for V_H_11.2^+^ B1a cells. Regardless, these data show a biological effect of E_VH_1 deletion on a protective common antibody response and that perturbation of the preselected IgH repertoire can be reflected in the periphery.

## Methods

### Mice, cell lines and cell culture

C57BL/6 (WT) or Rag deficient mice on the C57BL/6 background were purchased from Jackson Laboratories and E_VH_1^−/−^ mice were constructed using genomic editing and then maintained in colonies at the University of Illinois College of Medicine, or Scripps Research. All procedures involving mice were approved by the Institutional Animal Care Committee of the University of Illinois College of Medicine, and the Scripps Research Institute, in accordance with protocols approved by the UIC and Scripps Research Institute Institutional Animal Care and Use Committees. Mice were housed in sterile static microisolator cages on autoclaved corncob bedding with water bottles. Food was irradiated (Envigo 7912), water was autoclaved and both were provided *ad libitum*. The standard photoperiod is 14 hours of light and 10 hours of darkness for mouse rooms. Mice receive autoclaved nesting material to enrich their environments. Cage bedding is changed in either a biosafety cabinet or a HEPA-filtered animal transfer station at least weekly. Housing density and cage size are consistent with the recommendations of the *Guide for the Care and Use of Laboratory Animals*. The ambient temperature and humidity of the rodent housing rooms are consistent with the recommendations of the *Guide for the Care and Use of Laboratory Animals*.

Bone marrow (BM) was collected from humerus, tibia and femur bones of WT and E_VH_1^−/−^ mice. Rag deficient CD19 + pro-B cells were isolated from BM using anti-CD19 coupled magnetic beads (Miltenyi) and cultured in the presence of IL7 (1% vol/vol supernatant of a J558L cell line stably expressing IL7) for 4 days. The Abelson-MuLV transformed (Abl-t) pro-B cell line, 445.3 (Rag1−/−) on the C57Bl/6 background was kindly provided by Dr. B. Sleckman (University of Alabama at Birmingham)^57^. A newly derived subclone, 445.3.11 from the Abl-t 445.3 line were cultured in RPMI 1640 (Cellgro), 10% (v/v) FBS, 4 mM glutamine (Gibco), 1 mM sodium pyruvate (Gibco), 1X nonessential amino acid (Gibco), 5000 units/ml Penicillin and 5000 mg/ml Streptomycin (Gibco), 50 mM β-mercaptoethanol (Sigma) and maintained at approximately 5x10e5 cells/ml. Splenic T cells were enriched using Mouse T Cell Enrichment Columns (MTCC-5; R&D Systems) and cultured at a density of 5 × 10^5^ to 1 × 10^6^, stimulated in RPMI 1640 and glutamine (4 mM) and penicillin-streptomycin supplemented with FCS (10% v/v), and activated with Con A (5 ng/ml; 15324505; MP Biomedicals).

### Flow cytometry and FACS

FACS isolation of bone marrow derived pro-B cells: Total bone marrow (BM) was collected from humerus, tibia and femur bones from groups of at least 3–10 mice. CD19^+^ cells were isolated from BM using CD19-conjugated MACS beads and were preincubated with Fc Block for 5 minutes and then stained with specific antibodies. Isolation of pro-B cells for VDJ-seq: Mice: WT (*n* = 3), E_VH_1^−/−^ (*n* = 2). CD19^+^ cells were stained with stained with Abs to B220-APC-Cy7, CD19-FITC, CD93-PE-Cy7, CD2-PE, CD43-BV421 and IgM Fab-AF647 and were sorted on a BD FACSAria II using BD FACS Diva 6.1.3 software. Sorted pro-B cells (CD19^+^CD93^+^IgM^-^CD2^-^CD43^+^) were used to isolate gDNA. Antibodies were used at 1 μl/1 × 10^6^ cells in 1 ml up to 30 × 10^6^ cells except for IgM (0.5 μl/1 × 10^6^ cells). Isolation of pro-B cells for qPCR and repertoire analysis: CD19^+^ cells were stained with antibodies to CD19-PerCP (dil 1/40), B220-APC-Cy7 (dil 3/100), CD93-PE-Cy7 (AA4.1; dil 1/50), CD2-PE (dil 1/50), CD43-APC (S7; dil 1/100) and IgM-e450 (dil 1/50) and were sorted on a BD FACSAria Fusion 5-18 using BD FACS Diva 8.0.1 software. FACS purified pro-B cells (CD19^+^B220^+^CD93^+^ IgM^-^CD2^-^CD43^+^) were used to isolate gDNA for qPCR and repertoire analysis shown in Fig. 4f, h. Flow cytometry analyses were performed using live pro-B cells (5 × 10^−5^) washed in PBS plus 2% FCS, and stained with antibodies (CD19-PerCp (dil 1/40), B220-APC Cy7 (dil 3/100), CD93 PE-Cy7 (dil 1/50), CD43-APC (dil 1/100), CD2-PE (dil 1/2500), IgM-e450 (dil 1/100)) by gating for Fixable Viability Stain 510 (FVS510; dil 1/5000) (BD Biosciences) and/or forward- and side scatter on an Attune NxT Acoustic Focusing Cytometer lasers B, R, V, Y using NxT software version 2.7.0 (ThermoFisher). Assessment of splenic marginal zone (MZ) and follicular (Fo) B cells from mice was performed by flow cytometry. Splenocytes were isolated and the live cells were enumerated by using the viability stain FVS-510 (dil 1/5000), and the antibodies B220-APC Cy7 (dil 3/100), CD21-FITC (dil 1/100), CD23-biotin (dil 1/50) and streptavidin-APC (dil 1/500). Live splenic B1 B cells were analyzed by treating with viability stain FVS-510 (dil 1/5000), and with antibodies to CD19-PerCp (dil 1/40), B220-APC Cy7 (dil 3/100), CD23-FITC (dil 1/50), anti-IgM-e450 (dil 1/100), IgD AF700 (dil 1/50) or with CD19-PerCp (dil 1/40), B220-APC Cy7 (dil 3/100), CD43-APC (dil 1/100), IgM-e450 (dil 1/100), IgD AF700 (dil 1/50) and PtC liposomes (FITC) (dil 1/2000) and analyzed on a Attune NxT Acoustic Focusing Cytometer with gating as described^58,59^ with FlowJo 10.8.1 or Summit 4.3 software. All antibodies and reagents are listed in (Supplementary Table 1).

### Quantitative RT-PCR and ChIP

RNA extraction was performed from 2–3 × 10^6^ cells using TRIzol (Life Technologies) according to manufacturer instructions. RNA samples were further treated with the DNase I kit (Invitrogen) to remove contaminating DNA per the manufacturer’s instruction. First-strand cDNA synthesis was done with RNA (1–4 µg) and the SuperScript III Reverse Transcriptase kit (Invitrogen) according to the manufacturer’s instructions. Quantitative (q) real-time RT-PCR was performed using primers (Supplementary Table 2)^40^ and Fast SYBR Green PCR Mix (Applied Biosystems) and Real-Time PCR System viiA7 (Applied Biosystems) as described^60^ except that primers for 18 S rRNA were used^61^ to normalize samples. Semi-quantitative RT-PCR assays for V_H_J558 transcripts were carried out using Platinum Taq DNA polymerase (Invitrogen) (25 μl) at 94 °C, 30 s for 1x; 94 °C 30 s, 60 °C 30 s, 72 °C 30 s, for 29x, 31x and 33x and 7 µl were analyzed by gel electrophoresis. The 18 S loading control was assessed by qRT-PCR. Semi-quantitative RT-PCR assays were carried out for the V_H_81X and V_H_2-5 genes using the same conditions as for V_H_J558 except that the PCR products were harvested at 32 cycles and for 18 S rRNA at 28 cycles. All results represent the average of at least three independent experiments from 3–5 mice for each genotype or 2 biallelic identical 445.3.11 KO subclones. Each sample was assayed in triplicate and SEMs were calculated. ChIP assays for CTCF binding were performed with anti-CTCF antisera as described previously (Supplementary Table 1)^62^.

### CRISPR-Cas9 mediated genomic editing of cell lines and mice

The optimal Guide (g)RNA sequence closest to the genomic targets were identified using a combination of the http://crispr.mit.edu design tool and BLAST. GRNAs were cloned into the pX330 vector at the BbsI site (Supplementary Table 3)^63^. GRNA efficiency was tested in HEK293T cells using previously described protocol^64^. The Abl-t 445.3.11 cell line was co-transfected with gRNAs plasmid constructs (1 μg/each) together with a pmax GFP plasmid (1 μg) (Lonza) using the Amaxa Cell Line Nucleofector Kit (Lonza) (Y001 program) and a Nucleofector II (model AAD-1001N) according to the manufacturer’s instructions. Cells were allowed to recover for 48 h and then GFP^+^ cells were purified by FACS (MoFlo Astrios) supported by Summit software (version 4.3) (Beckman Coulter, Indianapolis, IN). Cells were submitted to limiting dilution, subclones were expanded for 10–14 days and gDNA was harvested using the DNA spooling method. Subclones were screened for insertion/deletions (indels) by PCR using Platinum Taq DNA polymerase (Invitrogen) and target specific primers at 94  °C, 30 s for 1 cycle; 94 °C 30 s, 58–66 °C 30 s, 72 ^o^C 30–60 s for 35 cycles; 72 ^o^C 5 min for 1 cycle (Supplementary Table 4). PCR products were examined by Sanger sequencing to authenticate CRISPR/Cas9 indels.

To construct E_VH_1^−/−^ mice, Cas9 mRNA and sgRNAs E_VH_1 g1 and E_VH_1 g2 were injected into pronuclei of mouse zygotes at the Scripps Research Institute Mouse Genetics Core facility (Supplementary Table 3)^64^. The E_VH_1^−/−^ mouse contains a 515 bp deletion (chr12:114182511-114183025, mm10) spanning E_VH_1.

### V(D)J recombination assays in Abl-t pro-B lines

Abl-t 445.3.11 Rag1^−/−^ cells were transfected with pMSCV-IRES-Bsr-Rag1 plasmid (a gift from Dr. D. Schatz, Yale University) using an Amaxa Cell Line Nucleofector Kit (Lonza) (Y001 program) and a Nucleofector II (Lonza, model AAD-1001N) according to the manufacturer’s instructions. Stable transfectants were selected in 20 µg/ml blasticidin for 10–14 days and subsequently maintained in 10 µg/ml blasticidin. Cells (1 × 10^7^) were treated with STI-571 (2.5 µM) for 48 hours and gDNA and RNA were isolated. RNA was prepared from cells (9 × 10^6^) using TRIzol (Life Technologies) following the manufacturer’s instructions and gDNA was prepared from cells (1 × 10^6^) by spooling. D_H_- > J_H_ rearrangement was assayed using gDNA (50 ng) with DFL16.1 F and JH1R primers and the Fast SYBR green master mix (Applied Biosystems) with qPCR of the Mb1 gene as the loading control. V- > DJ recombination was assayed using cDNA (2 µl) in Fast SYBR Green PCR Mix (10 µl reaction volume) in a viiA7 system (Applied Biosystems) with 18 S RNA as a loading control. Primers are listed in Supplementary Tables 2 and 5.

### DNA FISH and nuclear volume analyses

DNA probes for fluorescent in situ hybridization (FISH) were prepared from locus-specific BACs or short probes. All genomic coordinates are chr12 (mm10). The BACs probes were RI (113813346-113989276) (BAC 373N4), RII (114705813-114886430) (BAC 70F21), RIII (115539177-115773011) (BAC 368C22 or 230L2)^17^ and H14 (112907511 – 113142759) located ∼44 kb 3′ of HS7 of the 3′RR (BAC RP23-201H14)^65^. Short probes (4.2–7.5 kb) were 3’Eα (113221845-113226083), Eµ (113425893–113430719), Site I.3 (113987323–113994353), E_VH_1 (114184075–114191532) and E_VH_2 (114600831–114606206) were generated by PCR using gDNA with primers listed in (Supplementary Table 6). Probes were labeled by nick translation in the presence of Alexa Fluor 555 (red) and 488 (green) and Alexa Fluor 647 (blue). Labeled probes were hybridized with fixed cells and FISH was performed using a Nikon W1 dual CAM spinning disk confocal microscope (Center for Advanced Microscopy and Nikon Imaging Center, Northwestern University). Serial optical sections (*n* = 30–40; each slice is 0.1 mm thick) spaced by 0.2 mm were acquired. The data sets were deconvoluted using Imaris (version 9.0) software and optical sections were merged to produce 3D images. Spatial distances between probes were measured as previously described^17,27^. Purified pro-B cells from at least two mice or two slides from cell lines of different genotypes were investigated. *P* values of statistical significance were calculated using Mann–Whitney U-test, Wilcoxon rank sum test and Chi square test (Supplementary Table 7).

Nuclear volumes of the IL7 expanded Rag2^−/−^ pro B cells were analyzed by staining with Cell Tracker Red CMTPX fluorescent dye (Life Technologies, C34552) and DAPI and then fixed with para-formaldehyde (4%) as previously described^22^. Cells were imaged using a Nikon W1 dual CAM spinning disk confocal microscope (Center for Advanced Microscopy and Nikon Imaging Center, Northwestern University). Serial optical sections (*n* = 30–40) spaced by 0.2 μm were acquired. Nuclear volumes were determined using Imaris 9.2.1 software for a total of 120 nuclei and represented as mean ± SEM (210.4 µm^3^ ± 5.5).

### V(D)J-seq

Total BM cells were harvested from long bones of 4–5 mice that were 6 to 10 weeks old. CD19 + cells were isolated using anti-CD19 conjugated MACS beads (Miltenyi, Auburn CA) and then pre-incubated with CD16/32 Fc Block for 5 min and stained with antibodies for CD19-BB515, CD93-PE/Cy7, IgM Fab-AF647, CD2-PE, CD43-BV421 (Supplementary Table 1). Genomic DNA (gDNA) was isolated from purified pro-B cells (DNeasy, Qiagen) and the V(D)J-seq protocol performed while omitting the negative depletion step and using custom J_H_ primers (Supplementary Table 8)^39,66^. GDNA was sonicated to a range of 500 bp to 1000 bp using a Covaris S2 (Covaris). Library barcoding was carried out using NEBNext Multiplex Oligos for Illumina (E7600S). Samples were paired-end 2 × 300 sequenced on an Illumina MiSeq System (San Diego, CA) at the NGS Core, Scripps Research.

Paired end sequencing data was aligned to assembled V, D, and J exons using MiXCR^67^, with parameters: allowChimeras false, minSumScore 120.0, maxHists 5, relativeMinVFR3CDR3Score 0.7. V/D/J segment reference libraries were from MiXCR built in Mus Musculus library. Next, unique CDR3s were assembled using MiXCR assemble, with the parameters: minimalClonalSequenceLength 12, badQualityThreshold 20, maxBadPointsPercent 0.7, qualityAggregationType Max. The frequency of V_H_ gene usage was then counted for 1) single V_H_ genes, and for 2) V_H_ gene families using a customized python script. V_H_ gene usage data determined using MiXCR software have been deposited in the GEO database (accession number: GSE203484) (Supplementary Table 10).

### Statistics

*P* values were calculated by using two-tailed Student’s *t* test, two-tailed Chi square test, two-tailed Mann-Whitney U test or two tailed Mann-Whitney Wilcoxon test as indicated. Box plots represent the distribution of spatial distances with medians or means as indicated (middle line), 25th and 75th percentile (box), 10th and 90th percentile (whiskers), and outliers (single points). Box and whisker plots were generated using GraphPad or RStudio ggplot2.

### 3C library construction and analysis

3C chromatin was prepared from CD19^+^ IL7 expanded Rag2^−/−^ pro-B cells, the Abl-t 445.3.11 line and ConA activated splenic T cells. Optimized 3C library construction and assays for the Igh locus using Hind III were performed as described^62,68^. Briefly, Rag2^−/−^ pro-B cell, the Abelson transformed (Abl-t) pro-B cell line 445.3.11 and ConA activated T cells were crosslinked using 1% formaldehyde and template concentration using the Mb1 primers was determined^60^. Quantitative PCR (qPCR) in combination with 5’FAM and 3’BHQ1 modified probes (IDT) was used to detect of 3C products and primers were designed using Primer Express software (ABI) (Supplementary Table 9). Primer and probe optimization were carried out according to the manufacturer’s recommendations, (http://www3.appliedbiosystems.com/cms/groups/mcb_support/documents/generaldocuments/cms_042996.pdf). A template in which all possible 3C ligation products are present in equimolar concentration was used to control for differences in amplification efficiency between primer sets (Supplementary Table 9). The data were normalized using the interaction frequency between two fragments within the non-expressed Chr5 gene desert to facilitate sample-to-sample comparisons (Supplementary Table 9). The relative crosslinking frequency between two *Igh* restriction fragments was calculated: X_Igh_ = [S_Igh_/S_*GD*_] Cell Type/[S_Igh_/S_*GD*_] Control mix. S_Igh_ is the signal obtained using primer pairs for two different *Igh* restriction fragments and S_GD_ is the signal obtained with primer pairs for the *GD* locus fragments. The crosslinking frequency for the *GD* fragments was set to 1 to allow sample-to-sample comparisons. Data are represented as mean ± SEM. A complete laboratory protocol for 3C is available upon request. For all qPCR 3C reactions, 100 ng of chromatin was used.

### Hi-C library construction and analyses

Genome-wide in situ Hi-C libraries were constructed from Rag1^−/−^, Rag1^−/−^E_VH_1^−/−^ pro-B cells expanded in IL7 for 4–5 days using Arima Hi-C kits (Arima Genomics, San Diego, CA) as recommended by the manufacturer. In situ Hi-C was performed using two biological replicates that yielded a minimum of 1.3 billion read pairs and 0.72 billion from pro-B cells of each genotype (Supplementary Table 11) (GEO Accession No. GSE201357). Published in situ Hi-C data sets for mouse embryonic fibroblasts (MEFs) were constructed with Arima Hi-C kits (GEO Accession No. GSE113339)^43^ and data was handled in parallel with the pro-B cell data. Hi-C data have been deposited in the GEO database (accession number GSE201357).

In situ Hi-C data was processed using the Juicer pipeline (v.1.5), CPU version^69^. The pipeline was set up with BWA (0.7.15–r1140)^70^ to map each read end separately to the mm10 reference genome (GRCm38). Duplicate and near-duplicate reads, as well as reads that map to the same fragment were removed. Among the remaining reads, those with mapping quality score (MAPQ) < 30 are retained. Arima-HiC-specific restriction sites (mm10_GATC_GANTC.txt) were obtained from ftp://ftp-arimagenomics.sdsc. edu/pub/JUICER CUTSITE FILES. For individual replicates, raw reads from each replicate were mapped separately to the reference genome, and then filtered by the MAPQ score. For merged replicates of each sample type, valid read pairs from both replicates were merged, mapped to the reference genome, and then filtered by the MAPQ score. Hi-C contact matrices were extracted from.hic files using the Dump command provided by a Java-based program in Juicer tools^69^. Hi-C maps were then normalized with the Knight and Ruiz (KR) matrix balancing method^71^. Heatmap resolution of all individual replicates was computed using the Juicer script (calculate_map_resolution.sh) and found to be >10 kb. The reproducibility of Hi-C data was computed using the Stratum-adjusted correlation coefficient (SCC) on Chr12 using HiCRep at different resolutions^72^. The replicates were merged and displayed at 10Kb resolution.

Extraction of virtual 4C interaction matrices: The hic files were used to generate virtual 4C viewpoints from dumped matrices generated in Juicebox. KR normalized observed read matrices were extracted at 10 kb resolution. The biological replicates had stratum adjusted correlation coefficient (SCC)^72^ greater than 0.9 and were merged. The interaction profile of virtual 4C were plotted by running a rolling window of 30 kb with a 10 kb slide.

Generation of Hi-C difference maps: Experimentally measured Hi-C contact matrices of individual replicate and merged samples were quantile normalized against the Hi-C contact matrices of the uniformly sampled random ensemble of the corresponding cell type. Normalizing each sample against the target distribution of uniformly sampled random ensemble will remove the between-replicate biases in frequencies due to differences in sequencing depth^73^. Hi-C difference maps were assembled by quantile normalization of Hi-C contact frequencies using a null distribution generated using previously described methods^74,75^. The source code for the null model chromatin folding by fractal Monte Carlo is available via git repository at https://bitbucket.org/aperezrathke/chr-folder and step by step procedure to generate the null distribution is explained https://bitbucket.org/aperezrathke/chr-folder under “Null distribution” subsection. To generate the target distribution of the corresponding cell type, we followed the approach of reference^74^. Briefly, we generated a random ensemble of 300,000 polymer chains that are sampled uniformly from all geometrically feasible polymer chains confined in the nuclear volume. Each polymer chain consists of 2000 spherical monomer beads. Individual monomer beads have a diameter of ~51 nm and represent ~10 kb of DNA, which is the resolution of the Hi-C data. To model the effects of confinement and volume exclusion, we constrained each self-avoiding polymer chain to reside within a spherical nuclear volume that is appropriate for the cell type. For pro-B cells, the nuclear volume is taken as 213 µm^3^; this was scaled to ~779 nm^3^ to accommodate a chromatin segment of 20 MB, which preserves a constant base pair density relative to the entire genome. We generated a random ensemble of 300,000 polymer chains of length 20 MB of 2000 monomers, all residing in the scaled volume. For the Igh locus, we considered the region of chr12:113,215,000–chr12:116,045,000 of 3.31 MB length. We took each chromatin polymer chain of the 20 Mb segment and randomly selected 331 consecutive monomeric units to match the size of the Igh locus. The resulting random ensemble for the Igh locus has 300,000 polymer chains, each consisting of 331 spherical monomer beads. For MEF, the nuclear volume is taken as 881 µm^3^^[ 76^ this was scaled to ~534 nm^3^ for the Igh locus of 3.31 MB. We then directly generated a random ensemble of 300,000 polymer chains of length 3.31 MB of 331 monomers. The contact frequency matrix of randomly sampled chromatin chains was obtained by counting the frequency of interacting monomer pairs. A pair of chromatin monomers are considered as interacting, if their Euclidean distance is ≤80 nm^77^. Contact matrices of each pro-B cell KO sample were quantile normalized against the contact matrices of the uniformly sampled random ensemble of the corresponding cell type. These quantile normalized frequencies of each sample are then compared with each other, from which differential plots are obtained to identify differences between the two biological samples. Specifically, quantile normalized frequencies of MEF are subtracted from quantile normalized frequencies of each pro-B cell KO sample.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. The Hi-C and VDJ-seq data sets generated in this study are available in the NCBI Gene Expression Omnibus (GEO) repository under accession numbers GSE203484, GSE201357. Public ChIP data sets used in this study were: GSM1635413, GSM1635411, GSM546523, GSM1038263, GSM2255552, GSM546527, GSM539537, GSM987808, GSM4350110, GSM4805384, GSM1296534, GSM1156665, GSM1156667, GSM1006370 and the mouse reference genomes: mm10 (GRCm38) and mm9 (GSCv37). DNA FISH distance measurements, qPCR, and qRT-PCR are provided in the Supplementary/Source Data file. All raw FACS data is available upon request to the corresponding author and will be provided within four weeks from the request data. Source data are provided with this paper.

## Source data

Source data

## Code availability

Source code for the null model chromatin folding by fractal Monte Carlo is available via the git repository at https://bitbucket.org/aperezrathke/chr-folder and step by step procedure to generate the null distribution is explained https://bitbucket.org/aperezrathke/chr-folder under “Null distribution” subsection.

How the deposited data were processed for this re-analysis (not part of the article)

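VDJ-seq libraries of genomic DNA from sorted bone marrow pro-B cells of WT and E_VH_1-/- mice were analysed, 2 per genotype. A further 2 libraries, whose title names a promoter knockout while their genotype label matches that of the E_VH_1-/- libraries, were left unmapped and enter no test and no group mean. The conditions came from the sample labels and the paper. The legend of Fig. 4b gives the same numbers and 2 independent experiments, and which mice entered which library is not given in the sources used here.

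The authors captured junctions with J_H_ primers, aligned the reads with MiXCR to its built-in mouse V, D and J segments and assembled unique CDR3s. The MiXCR version is not given in the sources used here. Each deposited table has a row per CDR3 nucleotide sequence with its read count, not normalized, and its fraction of the library's reads, which the authors' program computed and which was not used further. The deposited V, D and J hits carry alignment scores, which were used to rank the hits and to separate weak from strong V assignments. The submitters' processing notes name build mm9, but the tables hold no coordinates. Gene positions here come from the GENCODE annotation of mm10, the build of the paper's element coordinates, matched by gene name.

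Each CDR3 was counted once under its highest-scoring V_H_ gene, which gives counts of distinct rearrangements per V_H_ gene and library. Library sizes were the totals of these counts with no further scaling factor, so that a value is a share of the repertoire and says nothing of the absolute level of rearrangement. The 4 libraries held 2115 to 6864 rearrangements. Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, for the 111 V_H_ genes with a mean of at least 5 counts, and again on counts summed per V_H_ family. The biological coefficient of variation was 9.7%. Standard errors given with edgeR's test are the absolute log2 fold change divided by the square root of the test's F statistic. They can be too small where the test's p is larger than F alone would give. Adjusted p-values are Benjamini-Hochberg at a threshold of 0.05. Gene sets were tested with camera, at a preset correlation of 0.01 and with an estimated one, and with fry, in limma 3.58.1, adjusted over the lists. Fry tests whether the genes of a list move on balance in 1 direction and does not compare the list with other genes. Regions and distances were compared across genes with 100000 permutations. Shares in single libraries carry exact binomial intervals at 95%. Tests of 2 libraries against 2 by exact permutation cannot go below p = 0.33.

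The lists, the tests, most alternatives and the rule for named genes were fixed before the data were examined. The rule takes the V_H_ genes the paper names and every V_H_J606 gene, the 10 genes with the largest change that moved the same way in all 4 pairings of an E_VH_1-/- and a WT library, the 5 tested genes nearest E_VH_1 on each side, the 3 nearest each of E_VH_2 and E_VH_3, and the 3 genes most used in WT. A few further genes are named with a remark that they were chosen after their values were seen. The ZOI runs from the first V_H_ gene 5′ of V_H_81X to the last V_H_J606 gene, and distal genes are those 5′ of it.

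The alternatives were TMM factors, DESeq2 1.42.0, no filter on low counts, a mean of at least 20 counts, reads in place of rearrangements, non-productive or productive rearrangements alone, rearrangements with at least 2 reads, untied V hits, reads thinned to the total of the smallest library, the replicate number as a block, each library left out in turn, the Mann-Whitney test of the methods for ZOI against distal genes, a ZOI that starts at V_H_81X, log2 ratios of mean shares, distance in bp, and windows of 50 kb and 200 kb around elements. Alternatives added after seeing the data were a V score of at least 200 or 400, the removal of CDR3s that open with 14 nt of germline sequence of the D_H_-J_H_ region, and a crossed replicate block. The deleted element is not read by the libraries, so the genotype labels could not be checked.

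The steps were tested on simulated data. Counts for the 111 genes were drawn from the real means and library sizes of E_VH_1-/- against WT, with 30 genes changed, in 20 simulations. Of genes changed 2-fold 52.3% were called, of genes changed 4-fold 87%, and 3.69% of the calls were false. A simulated shift of −0.40 in the log2 fold change of the ZOI was estimated at −0.42, and was called in 20 of 20 simulations by camera with a preset correlation, in 14 with an estimated correlation and in 19 by fry, all at unadjusted p under 0.05. Without a shift these called 0, 0 and 1. Genes were drawn independently, with a common dispersion and no shift shared within a library. The simulations therefore do not show how the set tests behave where genes vary together. The methods give no formula for the normalization of reads.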

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

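The tests of poorer alignment, of D_H_-J_H_ joins and of depth for weak V assignments were set before their results were seen, and those for Ighv15-2, Ighv5-5 and the ZOI share after.

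Rearrangements with a V score under 200, which the paper does not report on, were more frequent in both E_VH_1-/- libraries (13.45% and 14.37%) than in the WT libraries (11.15% and 7.84%), and the unmapped libraries, which entered no test, held 13.73% and 13.44%. Poorer alignment of all V segments is argued against by the median score of the other rearrangements, which in the lower E_VH_1-/- library was 36 above the lower WT library. At equal reads a gap of 1.88 percentage points remained between the lowest E_VH_1-/- and the highest WT share. Thinning cannot decide on fewer reads as a cause, since with mostly single-read rearrangements it leaves a share nearly unchanged in expectation. Incomplete D_H_-J_H_ joins counted as V_H_ rearrangements are a candidate explanation for what these rearrangements are, since 78.5% of the 1714 in the WT and E_VH_1-/- libraries open with germline sequence of the D_H_-J_H_ region, against 0.131% of the others, and 97.1% of those that do start in a D_H_ gene or within 100 bp 5′ of one, where 0.891% would lie by chance. Why their share differs stays open, since a change in V_H_ to D_H_J_H_ joining in E_VH_1-/- cells, sorting and library preparation were not tested here. On the first of these the paper has qPCR of pro-B cells. It reports D-J recombination as unaffected and V_H_7183 rearrangements as lower or trending lower. In the share of V scores under 200 the WT libraries lie 3.3 points apart, and the exact permutation p of 2 against 2 cannot go below 0.33.

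Ighv15-2 was higher in both E_VH_1-/- libraries, at 5.11% ± 0.74 (SD, n = 2) against 3.88% ± 0.82 in WT. Rearrangements with a V score under 200 held 108.9% of this difference, and 107.5% of that of Ighv5-5, the ZOI gene with the highest log2 fold change. They make up 83.1% and 94.3% of all rearrangements of these genes, so that most of any difference would lie there, and this split alone cannot tell weak alignments apart from a change in usage. At a score of at least 200, Ighv15-2 had a log2 fold change of −0.06 (standard error 0.32, adjusted p = 0.991 from edgeR's quasi-likelihood test), against 0.38 at any score, and Ighv5-5, with 0 to 2 rearrangements per library, could not be tested. Of the weak assignments over all 6 libraries, 93.8% for Ighv15-2 and 39.7% for Ighv5-5 open with D_H_-J_H_ sequence, and without such openings the log2 fold changes were −0.10 and 1.51. The rise of Ighv15-2 thus lay in rearrangements that open with D_H_-J_H_ sequence, which argues against more joining of Ighv15-2 itself as its source. For Ighv5-5 the question stays open.

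The ZOI share was lower in both E_VH_1-/- libraries, with a difference of −6.27 percentage points. The tables argue against weak V assignments (−6.95 points at a V score of at least 200) and selection of productive rearrangements (−6.39 among non-productive ones) as the whole cause. At equal reads the difference was −6.37 points. Most rearrangements rest on a single read, so thinning leaves a share nearly unchanged in expectation and cannot decide on depth. The labels give no batch, so a batch that follows genotype was not tested and stays open beside the deletion of E_VH_1. The unmapped libraries, at 35.7% and 35.8%, would go against a lower share if their genotype label, that of the E_VH_1-/- libraries, holds, but their title names another knockout. Ighv14-2, the gene at the promoter in that title, stood at 0.0734% and 0.208% in them, against 0.567% to 1.04% in the other 4 libraries, which goes with the title. From these libraries alone, a lower use of the ZOI in cells that lack E_VH_1 remains a hypothesis on 2 libraries per genotype. The paper has other evidence for V_H_7183. By qPCR it reports these rearrangements as lower or trending lower in E_VH_1-/- pro-B cells, and as lower in its E_VH_1 knockout lines.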

How the results depend on the processing

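Apart from a V score of at least 200 or 400, the removal of D_H_-J_H_ openings and the crossed replicate block, the alternatives were set at the start. The lower share of the ZOI kept its direction in the 14 alternatives run for it, with differences of −7.50 to −5.04 percentage points. With at least 2 reads the libraries of the genotypes overlapped. The difference in log2 fold change between ZOI and distal genes, at −0.52 to −0.38, kept its direction under all alternatives. That difference passed its permutation test in all but rearrangements with at least 2 reads (−0.38, p = 0.18, on 5 and 13 genes), where camera's adjusted p for the ZOI was 0.386 too, a setting that leaves 19 genes to test. Over all alternatives camera's adjusted p ran from 7.46e-07 to 0.386. The paper named the ZOI as reduced in these same data, so none of these tests is independent evidence of its direction. V_H_81X kept a positive log2 fold change (0.04 to 0.82) and V_H_11-2 a negative one (−0.84 to −0.32) in the alternatives that gave a value, and neither passed in any. Counts of single V_H_ genes past the threshold depended on the setting. They were 0 with DESeq2 (3 at an unadjusted p under 0.05), non-productive rearrangements (8) and at least 2 reads (0), 2 with TMM, untied V hits and without D_H_-J_H_ openings, 3 with a mean of at least 20 counts, with reads and with the crossed replicate block, and 4 with no filter and with thinned reads, against 1 in the reported fit. Ighv9-3 was called in 14 of 20 settings, Ighv3-6 in 9, Ighv14-4 in 5, Ighv5-5 in 3 and Ighv15-2 in 1. Leaving out 1 library gave 0 to 1 genes and 0 to 2 families, under the assumption that the lone library varies like the other group. The libraries of the genotypes share only a number, and same-numbered libraries did not deviate together (correlation of deviations −0.195 over 111 genes, 0.12 over the 72 with a mean of at least 20 counts). With the replicate block, 4 genes passed, 3 lower and 1 higher, the crossed pairing called 3, and neither pairing is given by the labels. Families past the threshold numbered 0 with DESeq2 and with at least 2 reads and 1 among productive rearrangements, against 3.

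The relation with distance had Pearson's r = 0.204 among productive rearrangements and 0.169 to 0.504 with a library left out, and the difference between genes within 100 kb of E_VH_1 and the rest of the ZOI was −0.27 among productive rearrangements, −0.93 among non-productive ones, −0.89 with no filter and −0.56 to −0.40 with a library left out, and both could not be had with at least 2 reads. Near E_VH_3 the mean log2 fold change stayed positive but lost its call with no filter (0.19), non-productive (0.34) and productive (0.42) rearrangements, thinned reads (0.40), a V score of at least 200 (0.29) or 400 (0.30) and windows of 50 kb (0.40) or 200 kb (0.16), and without WT replicate 2 or either E_VH_1-/- library, with 0.30 to 0.56 when a library was left out. Near E_VH_2 it was −0.22 with no filter, −0.24 among non-productive rearrangements, −0.50 with at least 2 reads and 0.28 among productive ones, past the threshold of camera at the preset correlation but not with an estimated correlation (adjusted p = 0.556), and −0.033 to 0.22 with a library left out. Near E_VH_4 leaving out a library gave −0.032 to 0.20. Unless said otherwise, the cause was not tested.

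Of 538 values of 32 named genes under 19 other settings, 469 kept their direction and side of the threshold, 18 passed it, 6 no longer did and 45 changed sign, none of which passed the test in either fit. Those changes of sign were Ighv6-6 (0.0052) and Ighv1-12 (0.0044) with TMM, 0.011 and 0.0071 with DESeq2, and 0.034 and 0.034 without D_H_-J_H_ openings. With reads they were Ighv1-2 (−0.020) and Ighv6-6 (0.087), and with thinned reads Ighv1-2 (−0.056), Ighv6-6 (0.26), Ighv3-5 (0.018) and Ighv1-26 (0.024). Among productive rearrangements they were Ighv1-2 (−0.037), Ighv6-6 (0.13), Ighv7-3 (0.18), Ighv3-5 (0.35), Ighv1-12 (0.26) and Ighv1-26 (0.098), and among non-productive ones Ighv1-9 (−0.057). With at least 2 reads they were Ighv1-9 (−0.68), Ighv15-2 (−0.70) and Ighv1-26 (0.29), and with untied hits Ighv13-1 (0.0054). A V score of at least 200 turned Ighv6-6 (0.045) and Ighv15-2 (−0.060), one of at least 400 Ighv6-6 (0.040), Ighv1-12 (0.052) and Ighv15-2 (−0.067), and the removal of D_H_-J_H_ openings Ighv15-2 (−0.10). With a library left out, values ran from −0.36 to 0.67 for Ighv2-5, −0.24 to 0.63 for Ighv14-2, −1.59 to 0.18 for Ighv11-1, −0.35 to 0.32 for Ighv12-3, −0.33 to 1.00 for Ighv6-5, −0.20 to 0.12 for Ighv6-6, −0.72 to 1.22 for Ighv6-7, −0.65 to 0.16 for Ighv3-5, −0.44 to 0.068 for Ighv13-1, −0.20 to 0.10 for Ighv1-12 and −0.058 to 0.54 for Ighv1-9. At these library sizes and 2 libraries per group, 52.3% of simulated 2-fold changes were called.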

Differences from the paper's values

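No tests in this part were chosen after the results were seen, apart from the counts that are named as such.

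The paper's ZOI spans 335 kb, whereas the interval from the first V_H_ gene 5′ of V_H_81X to the last V_H_J606 gene measures 867.8 kb in the mm10 annotation. Starting it at V_H_81X, an alternative fixed before the data were examined, gives 877.6 kb, which differs too.

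The paper counts 87 rearranging V_H_ genes and states no minimum count, while 150 genes had at least 1 rearrangement in the 4 libraries. Of the alternatives fixed before the data were examined, rearrangements with at least 2 reads (122 genes) and a mean of at least 20 counts (72 genes) came within 1.5 times of the paper's count. Counts of 150 from reads, 148 from non-productive rearrangements, 139 from productive rearrangements, 149 from untied V hits, 146 from thinned reads and 145 to 150 with a library left out did not. Productive rearrangements with a mean of at least 5 counts number 87 genes, the paper's count, a combination noted after its value was seen.

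The paper states that 2 genes of the ZOI were more than 2-fold higher in E_VH_1-/- and its text does not name them, while 1 gene, Ighv5-5, was so here. With no filter on low counts there were 2 (Ighv5-5 and Ighv5-19, the latter with a standard error of 2.62 on a log2 fold change of 1.01), as without WT replicate 1 (Ighv5-5 and Ighv6-7). TMM, DESeq2, reads, non-productive rearrangements, untied V hits, thinned reads, the replicate block and each other left-out library gave 1, which without E_VH_1-/- replicate 2 was Ighv6-5. Productive rearrangements, a mean of at least 20 counts and at least 2 reads gave 0. Of the alternatives added after seeing the data, a V score of at least 200 or 400 gave 0, and the removal of D_H_-J_H_ openings and the crossed replicate block gave 1, Ighv5-5.

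The paper states that V_H_11-2 rearrangement was reduced 2-fold. The estimate here, 1.46-fold lower, lies within 1.5 times of that but did not pass edgeR's test (adjusted p = 0.798). It was 1.31-fold with thinned reads, 1.25-fold without WT replicate 2 and 1.26-fold without E_VH_1-/- replicate 2, which lie outside, and 1.78-fold without WT replicate 1, 1.79-fold without E_VH_1-/- replicate 1 and 1.54-fold as a ratio of mean shares, which lie within. The paper describes higher usage near E_VH_2, where the genes within 100 kb had a mean log2 fold change of 0.08 that did not pass camera (adjusted p = 0.325), although among productive rearrangements the mean was 0.28 (adjusted p = 0.0305 at the preset correlation and 0.556 with an estimated correlation). Its Fig. 4d compares ZOI and distal genes as independent values with a Mann-Whitney test, while the tests across libraries here took 2 libraries per genotype.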

Other observations

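No tests in this part were chosen after the results were seen, apart from the values at a V score of at least 200. The shares of J_H_ and D_H_ segments, productive junctions and CDR3 length were planned as values, and the tests of V_H_ families were planned.

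Junctions of E_VH_1-/- pro-B cells used J_H_1, the segment nearest to the D_H_ genes, at 25.6% ± 0.020 (SD, n = 2) against 27.6% ± 0.63 in WT, J_H_2 at 23.3% ± 0.13 against 21.8% ± 0.52, J_H_3 at 28.5% ± 0.10 and J_H_4 at 22.6% ± 0.0063. The libraries of the genotypes did not overlap for J_H_1, J_H_2, J_H_4, D_H_1 or D_H_5. For the productive share they did not overlap over all rearrangements but did at a V score of at least 200. With 2 libraries against 2 the smallest possible exact permutation p is 0.33. In-frame junctions without a stop codon made up 51.1% ± 2.7 of the E_VH_1-/- rearrangements, and the median CDR3 length was 43 nt as in WT. D_H_2 genes were used in 40.7% ± 0.36 of the E_VH_1-/- and 39.4% ± 1.9 of the WT rearrangements, and D_H_1 genes in 34.7% ± 0.66 and 36.2% ± 1.2. Among the smaller V_H_ families, V_H_13 took 3.36% ± 0.066 in E_VH_1-/- against 2.49% ± 0.27 (log2 fold change 0.42, standard error 0.24, adjusted p = 0.272 from edgeR's quasi-likelihood test on family counts; 0.34, standard error 0.34, adjusted p = 0.535 at a V score of at least 200, since its genes rest largely on weaker assignments), V_H_7 (S107) had −0.49 (0.31, adjusted p = 0.286), V_H_8 had 0.13 (0.12, adjusted p = 0.459), V_H_10 had −0.15 (0.15, adjusted p = 0.529) and V_H_4 had −0.01 (0.23, adjusted p = 0.964). V_H_15 had 0.38 (0.18, adjusted p = 0.169), with −0.06 (adjusted p = 0.911) at a V score of at least 200, an alternative added after seeing the data, and 0.39 (adjusted p = 0.0295) with replicate numbers as a block, and Ighv16-1, the gene of V_H_16, had 0 rearrangements.

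The unmapped libraries carry the genotype label of the E_VH_1-/- libraries and a title that names the promoter at Site I.3, the anchor that in the paper harbors V_H_14-2. They held 4087 and 8191 rearrangements. Their ZOI shares were 35.7% and 35.8%, next to the lower WT library (35.9%) and away from the E_VH_1-/- libraries (29.9% and 31.8%), their J_H_1 shares were 25.9% and 25.6%, and their productive shares 52.3% and 50.1%. Ighv14-2 had 3 and 17 rearrangements in them, or 0.0734% and 0.208%, against 0.567% to 1.04% in the other 4 libraries. Their condition is not known, and they entered no test.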
